# TMC4 is a novel chloride channel involved in high-concentration salt taste sensation

**DOI:** 10.1186/s12576-021-00807-z

**Published:** 2021-08-25

**Authors:** Yoichi Kasahara, Masataka Narukawa, Yoshiro Ishimaru, Shinji Kanda, Chie Umatani, Yasunori Takayama, Makoto Tominaga, Yoshitaka Oka, Kaori Kondo, Takashi Kondo, Ayako Takeuchi, Takumi Misaka, Keiko Abe, Tomiko Asakura

**Keywords:** Salty taste, Transmembrane channel-like protein, Chloride channel, Taste receptor, Taste signaling

## Abstract

“Salty taste” sensation is evoked when sodium and chloride ions are present together in the oral cavity. The presence of an epithelial cation channel that receives Na^+^ has previously been reported. However, no molecular entity involving Cl^−^ receptors has been elucidated. We report the strong expression of transmembrane channel-like 4 (TMC4) in the circumvallate and foliate papillae projected to the glossopharyngeal nerve, mediating a high-concentration of NaCl. Electrophysiological analysis using HEK293T cells revealed that TMC4 was a voltage-dependent Cl^−^ channel and the consequent currents were completely inhibited by NPPB, an anion channel blocker. TMC4 allowed permeation of organic anions including gluconate, but their current amplitudes at positive potentials were less than that of Cl^−^. *Tmc4*-deficient mice showed significantly weaker glossopharyngeal nerve response to high-concentration of NaCl than the wild-type littermates. These results indicated that TMC4 is a novel chloride channel that responds to high-concentration of NaCl.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12576-021-00807-z.

## Background

Recently, excessive salt intake has become a critical health problem worldwide [1]. Since saltiness is a basic taste that determines food quality, it is difficult to reduce the salt content in food, and there is no alternative for sodium chloride (NaCl). Prior to reducing salt intake, it is important to understand the mechanism underlying the perception of the “salty taste”.

Saltiness is evoked when both sodium and chloride ions are present in the oral cavity. Potassium chloride (KCl) and sodium sulphate (Na_2_SO_4_) also have a NaCl-like taste; however, it is far from the “authentic salt taste”. Hence, NaCl has a standard salty taste [2–4], which is currently the focus of public attention from sensory and nutritional points of view.

The mechanism of salt taste perception has been studied exclusively in rodents. Salt taste reception is initiated through the amiloride-sensitive and amiloride-insensitive pathways. Amiloride is an inhibitor of epithelial Na^+^ channel [5–8]. Amiloride-sensitive salt reception corresponds to low-concentration of salt, 100 mM or less, in the fungiform papillae (FuP) of the anterior tongue projecting to the chorda tympani nerve. Conversely, amiloride-insensitive salt reception corresponds to high-concentration of salt, 300 mM or more, in the circumvallate papillae (CvP) and foliate papillae (FoP) of the posterior tongue projecting to the glossopharyngeal nerve [9–11]. The epithelial Na^+^ channels (ENaC) α, β, and γ have been reported as the salt taste receptors for amiloride-sensitive pathways [5–11]. ENaC α-deficient mice have been shown to lose the low-concentration salt taste response that is transmitted through the chorda tympani nerve [6, 8, 9]. However, there are no well-defined molecules that have been shown to function as high-concentration salt taste receptors. Cation channels have been noted with respect to salt taste receptors, as evidenced by the reports that some cation channels are expressed in taste cells [12].

As for the anion, the taste responses for Na-gluconate and Na-acetate are lower than that for NaCl. The difference in salt taste intensity according to anion types is called "anion effects" [13–15]. In particular, the glossopharyngeal nerve response related to high-concentration of salt has been reported to be strongly influenced by anions [16]. The anion effect phenomenon was hypothesized as the anion-mediated inhibition of the depolarization of taste cells, in that, the effects depend on the size of the anion [13, 15, 17]. In contrast, no reports are available on the direct involvement of anion channels in salt taste reception on taste cells. Recently, Lewandowski et al. [18] and Roebber et al., [19] renewed past hypotheses about anion effect. They suggested that some molecules expressed in taste cells may mediate anion signals in association with salty taste. However, these molecules are yet to be elucidated. Therefore, there are many unresolved questions on high-concentration salt taste signal transduction and counter-ion dependency.

In this study, we aimed to resolve the questions pertaining to high-concentration salt taste reception, with particular focus on transmembrane channel-like 4 (TMC4). Using electrophysiological analysis, mouse TMC4 (mTMC4) was defined as a novel voltage-dependent Cl^−^ channel. It was found that the glossopharyngeal nerve response of *Tmc4*-deficient mice was significantly suppressed compared to that of their wild-type (WT) littermates. These results suggested that TMC4 was involved in high-concentration salt taste sensation. The findings of this study provide a clue to resolving a long-standing question regarding the role of Cl^−^ in salt taste perception.

## Methods

### RNA-sequencing analysis

Total RNA was extracted from the CvP or Epi of C57BL/6J mice (*n* = 20 or more) and pooled for each (CLEA, Tokyo, Japan). Poly (A)^+^ RNA was engineered into the DNA library using a TruSeq RNA sample preparation kit (Illumina, CA, USA). Sequence data were generated on a Genome analyzer IIx (Illumina). Per sample, 3 × 10^7^ reads (75 bp, single-ended) were obtained, and mapped using Bowtie 0.12.7 on the mouse genome (data assembly Jul. 2007, NCBI37/mm9). The expression of protein coding genes was analysed using ERANGE software to obtain reads per kilobase (exon model) per million mapped reads (RPKM) values. The steps after RNA extraction were carried out by Takara Bio, Shiga Japan.

### cDNA clones

m*Tmc4* cDNA (Reference sequence (Refseq) No. NM_181820.2) fragments were amplified from the CvP cDNA of C57BL/6J mice using the *Tmc4* forward primer (5'-GAATTCATGGAAGCCTGGGGCCAGTC-3') and the *Tmc4* reverse primer (5'-GCGGCCGCTCAGGAAGTTCCATTCCTTGAG-3'). We purchased cDNAs for mANO1 (Refseq No. BC062959) and hTMC4 (Refseq No. BC025323) from Dharmacon (Lafayette, CO, USA). The coding regions of the channels were cloned into EcoRI and Not I sites of pBluescript SK (Stratagene, USA) for ISH or into EcoRI and NotI sites of pIRES2-AcGFP1 (Takara Bio, USA), where the internal ribosome entry site and GFP-coding region were excised for the patch clamp experiment. All constructs were confirmed by nucleotide sequencing (Eurofins Genomics, Japan).

### Reverse transcription–polymerase chain reaction (RT-PCR)

cDNA fragments were obtained by RT-PCR using total RNA from the circumvallate papillae (CvP) of C57BL/6J mice (wild type, male, 12–30 weeks old). The epithelial tissue surrounding the taste buds was included in the CvP sample. A portion of the cDNA was used for standard PCR to detect *Tmc1–8 and* a representative taste marker, *transient receptor potential cation channel subfamily M member 5* (*Trpm5*). PCR primers were designed as follows: *Tmc1* (product size: 497 bp): forward primer, 5′‐CTTGAGACCAAAGAGGAAACGGA‐3′; reverse primer, 5′‐GAACCATGTTGACGCCGTACA‐3′. *Tmc2* (product size: 395 bp): forward primer, 5′‐CTCTGTTTGAAACCATCGCT‐3′; reverse primer, 5′‐CCAGCAGTGATTCATGAACC‐3′. *Tmc3* (product size: 349 bp): forward primer, 5′‐GTAGAAGAGACAAGCTTTCTGAC‐3′; reverse primer, 5′‐CATTGAATGCTGGCAGACAC‐3′. *Tmc4* (product size: 453 bp): forward primer, 5′‐GGACGCTGAAGAAAATTGGG‐3′; reverse primer, 5′‐CTGAGAACACTCGGTGACTG‐3′. *Tmc5* (product size: 393 bp)*:* forward primer, 5′‐CCAGCCAAGGACCATGCAAG‐3′; reverse primer, 5′‐ACCGTGTCCCCAAAATAACCC‐3′*. Tmc6* (product size: 469 bp): forward primer, 5′‐TGGTGGTCAGTGTCCTTAACCTG‐3′; reverse primer, 5′‐ATCAGGCTGGCCTTCTTGATGTG‐3′. *Tmc7* (product size: 312 bp): forward primer, 5′‐CAAGAGCTGCCAAGCTATCGG‐3′; reverse primer, 5′‐CAGTTCCAGGTGGGTTGTCATC-3′. *Tmc8* (product size: 313 bp): forward primer, 5′‐CTTCTGGGCCACCAAGTACTC‐3′; reverse primer, 5′‐GTTCTCCCAGCACTGGTAGTC‐3′. *Trpm5* (product size: 455 bp): forward primer, 5′‐CTGATCGCCATGTTCAGCTA‐3′; reverse primer, 5′‐ATGACGGATACACTGGCTCC‐3′. 

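The template of the *Tmc4* probe is the product of the RT-PCR primers GGACGCTGAAGAAAATTGGG and CTGAGAACACTCGGTGACTG. On NCBI37/mm9 the forward primer lies on chromosome 7 from 3627029 to 3627048, in exon 3 of the 15 exons of the GENCODE M1 transcript Tmc4-001, and the reverse primer from 3623636 to 3623655, in exon 6. The product spans 3413 bases of the genome, introns included, and 453 bases of spliced transcript, so that a product from genomic DNA would be longer. In the transcript of 2267 bases it covers bases 418 to 870, which are bases 386 to 838 counted from the first base of the start codon. The whole product is coding sequence. It does not reach the last exon, where *Tmc4* meets *Leng1*, or the antisense gene *Gm15929*, which lies from 3617854 to 3621880.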

The probe template for *Tmc4* gene (NM_181820.2, probe region: 386–838) were obtained by RT‐PCR.

### In situ hybridization (ISH)

The chromogenic ISH was performed as described previously [20]. In brief, freshly frozen sections (7 µm thickness) of the CvP and FoP were fixed in PBS containing 4% paraformaldehyde and hybridized with a digoxigenin (DIG)-labelled *Tmc4* anti-sense probe (Roche Diagnostics, Switzerland). The probe was detected by alkaline phosphatase (AP)-conjugated anti-DIG antibody (Roche Diagnostics, Switzerland) and visualized by 4-nitro blue tetrazolium chloride (NBT)/5-bromo-4-chloro-3-indolyl-phosphate (BCIP) as a chromogenic substrate. A DP71 digital camera (Olympus, Tokyo, Japan) was used for signal detection.

For the fluorescence and chromogenic double labelling, fresh frozen sections (10 µm thickness) of CvP were fixed in PBS containing 4% paraformaldehyde and treated with 1 μg/ml proteinase K for 5 min at 30 °C. The sections were acetylated with 0.25% acetic anhydrate in 10 mM triethanolamine for 10 min at room temperature. After pre-hybridization, the sections were hybridized with DIG-labelled Tmc4 anti-sense probe and FITC-labelled taste cell marker anti-sense probes at 58 °C for 1–2 days. The sections were first incubated with peroxidase-conjugated anti-DIG antibody (1:100; Roche Diagnostics) for 1 h at room temperature. The sections were treated with TSA biotin system (1:50; Perkin Elmer, USA), and then incubated with streptavidin-conjugated Alexa Fluor 488 (1:300; Invitrogen) for 30 min at room temperature. The fluorescent images were taken by a BX51 microscope equipped with a DP71 digital camera (Olympus, Japan). Next, the sections were incubated with AP-conjugated-anti FITC antibody (1:500; Roche) for 1 h at room temperature, and the signals were developed using NBT/BCIP for 10–18 h at room temperature. The fluorescence and chromogenic images were overlapped using Photoshop Elements 14 (Adobe Systems, USA).

### Double-fluorescent immunostaining

Double-fluorescent immunostaining using rabbit anti-gustducin (1:500, Santa Cruz Biotechnology, Dallas, TX) and goat anti-Kcnq1 (1:1000, Santa Cruz Biotechnology), or rabbit anti-Plcβ2 (1:500, Santa Cruz Biotechnology) and goat anti-Car4 antibodies (1:500; R&D systems, Minneapolis, MN) was performed as described previously [21]. Briefly, B6 and Tmc4 KO mice were killed by an overdose of intraperitoneal sodium pentobarbital and transcardially perfused with 4% paraformaldehyde (PFA) in PBS. Tongue were dissected, post-fixed in 4% PFA/PBS and substituted by 20% sucrose/PBS. CvP were removed from the tongue, and then frozen in an optimal cutting temperature compound (Sakura Finetek, Tokyo, Japan). The CvP were sectioned at 7-µm with a cryostat. The CvP sections were washed with PBS and incubated in antigen retrieval solution for 20 min at 80 °C (Dako Target Retrieval Solution, pH 9, Agilent Technologies, Santa Clara, CA). The slides were then blocked with PBS containing Blocking One Histo (Nacalai tesque, Kyoto, Japan) and incubated with primary antibodies at 4 °C for overnight followed by incubation with Alexa Fluor 488-conjugated donkey anti-rabbit IgG and Alexa Fluor 555-conjugated donkey anti-goat IgG (1:500, Thermo Fisher Scientific) for an hour. The sections were then rinsed with PBS and mounted with Fluoromount.

### Transfection and patch clamp recording

HEK 293T cells (1.2 × 10^6^ cells per 35 mm culture dish) were transfected with 1 μg of plasmid encoding the channel (mTMC4, mANO1, or hTMC4), and 0.1 μg of p-EGFP-N1 (Addgene, Cambridge, MA, USA) using Lipofectamine LTX (Invitrogen, CA, USA). The cells were cultured on 18-mm diameter coverslips (Matsunami glass) in six-well plates and subjected to a whole-cell patch clamp experiment 24 to 36 h after transfection. The cells on the coverslips were placed in an RC-40LP bath chamber (Warner Instruments, Hamden, CT, USA) and observed under an IX-73 inverted microscope (Olympus, Tokyo, Japan). The cells exhibiting EGFP fluorescence were used for the experiment. Membrane current was recorded by an Axopatch 200B amplifier (Molecular Devices, San Jose, CA, USA) with a 5 kHz low-pass filter, digitized with a Digidata 1550 (Axon Instruments, Union City, CA, USA), and processed with pCLAMP 10.2 (Axon Instruments). The glass electrode was made from GD1.5 glass capillary tubes (Narishige, Tokyo, Japan) using a P-97/IVF micropipette puller (Sutter Instruments, Novato, CA, USA) to achieve a resistance of 3–5 MΩ. The series resistance was 6–10 MΩ and the correction of the capacitive component was performed at 10–20 pF. The bath solution was perfused at approximately 3500 μl/min and the whole apparatus was maintained at approximately 25 °C. For the halide ions experiment, a glass syringe needle MF28G-5 (World Precision Instruments, Sarasota, FL, USA) was used for perfusion. The cells were maintained at − 60 mV, with 10 mV step pulses of 400 ms applied from − 100 to + 100 mV, or ramp pulses from − 100 to + 100 mV of 300 ms every 5 s. The compositions of the pipette and the bath solutions are shown in Additional file 1:Table S1 and Table S2. We used the Clampex 10.2 (Axon Instruments) software to calculate and compensate for a liquid junction potential. The pH of the pipette and bath solutions was adjusted to pH 7.2 and 7.4 with NMDG-OH, respectively. The osmotic pressures of the pipette and both solutions were adjusted to approximately 270 and 295 mOsmol/kg, respectively. The free Ca^2+^ concentration was estimated using the MAXC program (Stanford University, Stanford, CA, USA) to obtain the concentration of 500 nM.

### Construction of a *Tmc4*-deficient mouse

*Tmc4*-deficient (*Tmc4* KO) C57BL/6J mice were generated by the Institute of Immunology Co., LTD. (Japan) using the transcription activator-like effector nucleases (TALEN) method (Additional file 1: Fig. S1). The founder mice were back-crossed and the frame shift mutations in the *Tmc4* gene were identified by direct sequencing of the genomic fragment from tails. 

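The genomic fragment amplified by GTCTGGCTGCCATGAAGTTTG and CTGATATTAGGGACCCGTTTCCTG lies on chromosome 7 of NCBI37/mm9 from 3628842 to 3629294 and has 453 bases in the reference genome. It holds all 87 bases of exon 1 of transcript Tmc4-001 (3629026 to 3629112), of which 32 are 5′ UTR and 55 are coding, with sequence upstream of the gene and part of intron 1. The first base of the start codon is at 3629080 on the minus strand.

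**Figure D1:**
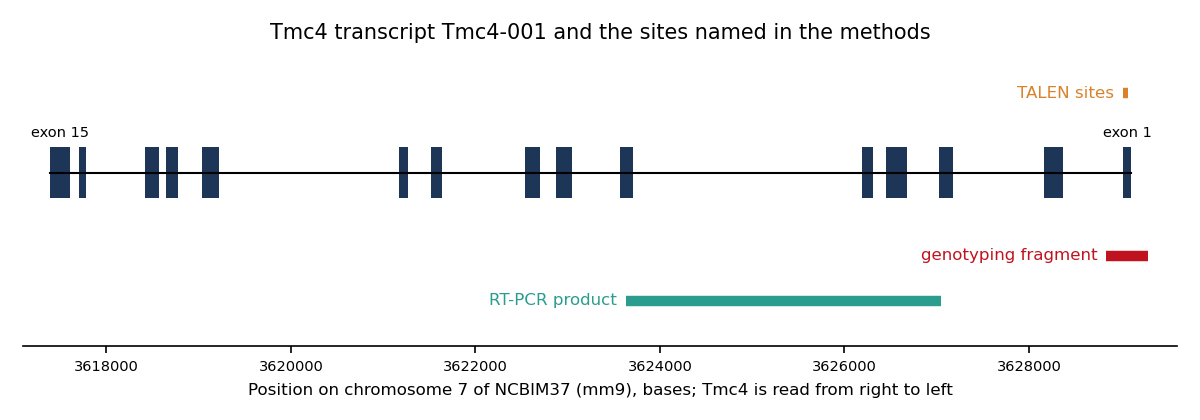
The *Tmc4* gene on chromosome 7 of NCBI37/mm9, drawn to scale in bases, with the 15 exons of transcript Tmc4-001 as dark blocks and the gene read from right to left. The orange bar marks the TALEN sites and the red bar the genotyping fragment, both at exon 1, and the green bar the RT-PCR product from exon 3 to exon 6.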

The fragment was amplified using the primer set, 5'-GTCTGGCTGCCATGAAGTTTG-3' and 5'-CTGATATTAGGGACCCGTTTCCTG-3'. Two lines, delta 10 and 28, carrying frame shift mutations, were established and a sufficient number of litters were obtained. The lines were kept as heterozygotes and in-crossed to produce homozygote offspring. The mRNA of the *Tmc4* KO mice from the CvP was checked using PCR, which confirmed the deletion of the genome editing sequence.

### Maintenance of animals

All animal experiments were approved by the Animal Care and Use Committee at The University of Tokyo (Approval No. P17-034). We performed all animal experiments in accordance with relevant guidelines at the Committee of The University of Tokyo. The male offspring of line 10 were subjected to gustatory nerve recording and to the brief access test. Mice of line 28 were also subjected to gustatory nerve recording. We confirmed that there was no difference in taste preference between delta 10 and delta 28 lines by two bottle tests. Mice were fed a normal chow diet and housed at a constant temperature of 22 ± 1 °C under a 12-h light–dark cycle (lights on at 8 am). WT and *Tmc4* KO male mice (8–15 weeks old) were provided an AIN93-based powder diet and water ad libitum. Food and water intake was measured for 1 week. The mice were then transferred to metabolic cages (SN-783-0, Shinano, Japan) to obtain 24 h urine samples before killing for blood collection from the hepatic vein. All biochemical parameters were analysed by Nagahama Life Science Laboratory (Tokyo, Japan).

### Gustatory nerve recording

Gustatory nerve responses were measured in WT and *Tmc4* KO male mice of litters. Specifically, the glossopharyngeal nerve (*n* = 7 for WT and *n* = 6 for KO) and the chorda tympani nerve (*n* = 6 for WT and *n* = 5 for KO) were tested. Whole gustatory nerve responses from the glossopharyngeal and chorda tympani nerves were obtained as described previously [20, 22]. Briefly, the chorda tympani and glossopharyngeal nerves were exposed under anaesthesia. The exposed nerves were placed on a platinum wire electrode. An indifferent electrode was positioned near the wound. The whole-nerve activities were amplified 1000 times using a DAM80 amplifier (World Precision Instruments) and monitored on an oscilloscope. The detected impulses were integrated with a time constant of 1.0 s. The integrated nerve signal was sampled with a Power-Lab 4/30 analogue-to-digital converter (AD Instruments, Dunedin, New Zealand) for recording and data analysis on a computer using LabChart 8.0 software (AD Instruments). Tastants were applied for 30 s followed by rinsing with deionized water for > 30 s. Each tastant concentration was presented at least twice, and the mean whole-nerve response was calculated. The magnitude of the whole-nerve response was measured as the height of the integrated response from the baseline (before stimulation) to approximately 5 s after the onset of stimulation to avoid the tactile effects of the stimuli. For the glossopharyngeal nerve, the tastants used were 30–300 mM NaCl, 50–300 mM KCl, 300 and 500 mM sucrose, 100 and 300 mM MSG + 0.5 mM IMP, 1 and 3 mM denatonium, and 10 and 30 mM citric acid. For the chorda tympani nerve, the tastants used were 30–300 mM NaCl, 50–300 mM KCl, 100 and 300 mM sucrose, 30 and 100 mM MSG + 0.5 mM IMP, 10 and 30 mM denatonium, 10 and 30 mM citric acid, and 300 mM NaCl + 30 μM amiloride. In the case of NPPB application, the nerve responses to the salts were normalized by the responses to 100 mM NH_4_Cl to minimize individual fluctuations. The inhibitors, NPPB (100 μM) was included in 100 and 300 mM NaCl solutions. In the case of WT/*Tmc4* KO comparison, the nerve responses were not normalized by NH_4_Cl responses, but were represented as integrated impulses (the originally recorded nerve signals).

### Brief access test

Male mice of litters (*n* = 9 for WT and *n* = 7 for *Tmc4* KO) were tested in a special cage (Neuroscience, Tokyo, Japan) and their behaviour was recorded by a VSK0780 digital camera (Panasonic, Japan). The recorded data were replayed at quarter speed so that licking number could be counted visually. Each sample was blinded to researchers. Lick numbers were counted for 5 s initially. In the case of high-concentrations of NaCl and KCl, as well as citric acid, denatonium (Fig. 4A, B and D), mice were deprived of water for 23 h before the test. In the case of sucrose and MSG + IMP (Fig. 4D), mice were deprived of water for 4 h and 6 h, respectively, before the test. In the case of low-concentration NaCl (Fig. 4C), mice were injected with furosemide (50 mg/kg; Tokyo Chemical Industry, Japan) and given a low sodium diet 24 h before the test, as described previously [9].

The lick ratio for the tastants was calculated as the number of licks of tastant/the number of licks of water. The tastants used were 30–1000 mM NaCl (for high salt), 2–200 mM NaCl (for low salt), 30–1000 mM KCl (for high salt), 300 mM sucrose (for sweetness), 300 mM MSG + 0.5 mM IMP (for umami), 10 mM denatonium (for bitterness), 30 mM citric acid (for sourness).

### Mathematical modelling and simulation

The basic frame of the taste bud cell model was adapted from the model by Kimura et al. [23]. The cell model was newly implemented with a TMC4 model and modified so that it can better reproduce various experimental data shown in Kimura et al. [23] and Ma et al. [24]. The detailed description of the model is presented in Additional file 2.

### Statistical analysis

The data are represented as mean ± standard error of the mean (SEM). Statistical analyses were performed on GraphPad Prism 6 software (GraphPad Software, San Diego, CA, USA). In the patch clamp recordings, significant differences were identified using one-way analysis of variance (ANOVA) followed by post hoc Tukey–Kramer tests using JMP software (SAS, Tokyo, Japan). In the gustatory nerve recordings, significant differences were identified using Welch’s *t*-test and two-way ANOVA followed by post hoc Dunnett’s test or Bonferroni correction. In the brief access test, significant differences were evaluated using Welch’s *t*-test and two-way ANOVA followed by a post hoc Bonferroni test. For all analyses, significance was inferred where corrected *p* < 0.05. The asterisks (*, **, ****) indicate statistical differences: *p* < 0.05, 0.01 and 0.0001, respectively.

## Results

### *Tmc4* was expressed in taste bud cells of the posterior tongue

Previous work indicated that high-concentration of salt are expected to be received in the circumvallate papillae (CvP), which is innervated by the glossopharyngeal nerve [7, 9–11]. 

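The comparison of the circumvallate papillae (CvP) with the surrounding epithelium (Epi) rests on 1 poly(A) RNA library per tissue, and RNA of at least 20 male C57BL/6J mice was pooled for each library. Replicates were therefore absent, every comparison was between these 2 libraries, and no p-value was calculated. The authors mapped single-end reads of 75 bp to the mouse genome (NCBI37/mm9) with Bowtie and deposited, for each row of a gene table, the RPKM value, a read density corrected for exon length and mapped reads, given by ERANGE. The table had 18498 rows, of which 18043 carried a gene symbol and 455 were transcribed regions with no gene. The number of mapped reads behind the values was read from the lowest values. In the 163 rows of 0.1 kb, RPKM rose in steps of 0.352 in the CvP and 0.358 in the Epi, so that 1 read was worth one step and the libraries held about 28373653 and 27908511 mapped reads. The paper states 30000000 reads per sample. In rows of up to 0.5 kb with fewer than 20 reads, 98.5% of the CvP values and 98.4% of the Epi values were close to whole numbers of reads. Close meant within 0.1 read plus the rounding of the RPKM. The rows of 0.1 kb that set the step were included, so the check was not independent of it. Reads per gene were estimated from these depths and the shorter of the listed length and the longest coding transcript of GENCODE M1. From the estimated reads, each CvP/Epi ratio was given a 95% exact (Clopper-Pearson) interval, which covers counting error only. For a gene at or below 3 estimated reads in the Epi, the lower limit of this interval was given in place of the ratio. The kit and the counting were not stated to use strand, so reads of overlapping genes could be mixed.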

We therefore extracted total RNA from the CvP and the surrounding epithelia (Epi) to compare global mRNA expression in each tissue using next generation sequence (NGS) analysis. 

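The median RPKM over all rows was 3.74 in the CvP and 1.94 in the Epi. In the CvP 12339 rows had an RPKM of at least 1, against 10573 in the Epi, and 10363 rows reached 1 in both. Over these 10363 rows the median CvP/Epi ratio was 1.31 (log2 0.39), and 75.5% of them were higher in the CvP. The shift depended on the level of expression. The median log2 ratio was 0.69 in rows with a geometric mean RPKM of 1 to 3, 0.27 in rows of 10 to 30, and -0.36 in rows above 100. The highest row in both libraries was the keratin gene *Krt13*, with an RPKM of 17549 in the CvP and 47815 in the Epi. The 10 highest rows held 15.6% of the summed RPKM in the CvP and 26.2% in the Epi. Epi RPKM was 0 in 2207 rows and CvP RPKM was 0 in 895 rows, and 465 rows were 0 in both. Because the shift depended on level, the median ratio of 1.31 is not a reference for genes at every level.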

Genes specifically expressed at higher levels in the CvP than in the Epi, based on reads per kilobase (exon model) per million mapped reads (RPKM) were extracted (Fig. 1A). These were limited to genes with a CvP > 10 and CvP/Epi RPKM ratio > 3. As a result, 1120 candidate high-concentration salt receptor genes were identified. 

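With the criteria applied to the deposited RPKM as written, a CvP RPKM above 10 and a CvP/Epi ratio above 3, 435 rows passed. A row with an Epi RPKM of 0 was counted as passing the ratio criterion, which concerned 25 of the 435 rows. The 435 rows held 430 distinct gene symbols and 3 regions with no gene. Their median CvP RPKM was 20.3, and the median ratio of those with an Epi RPKM above 0 was 6.90. Among the alternative settings that kept both criteria, the minimum CvP RPKM moved the count most, to 1990 rows at a minimum of 1 and 89 rows at a minimum of 50. The opposite criteria, an Epi RPKM above 10 and an Epi/CvP ratio above 3, were met by 111 rows. The highest CvP RPKM among the 435 rows was that of *Krt17*, at 5134 in the CvP and 1426 in the Epi, a ratio of 3.60 (95% interval 3.57 to 3.63). It was followed by *Anxa1* (CvP RPKM 2835, ratio 16.3), *Sprr1a* (CvP RPKM 2767, ratio 3.19) and *2300002M23Rik* (CvP RPKM 2123, ratio 4.06). *Ltf*, *Cyp2f2*, *Emp1*, *Adh7*, *Krt75* and *Expi* had CvP RPKM values from 566 to 1048, and their ratios ran from 3.04 for *Adh7* to 90.0 for *Krt75*. The highest ratios with an Epi RPKM above 0 were those of *Mme*, *Gnat3*, *Nov*, *Trpm5* and *Lgr5*. Each had 2 or fewer estimated reads in the Epi, so only the lower limits of the intervals are given. By these limits *Mme* was at least 1170.0-fold higher, *Nov* at least 868-fold higher, *Gnat3* at least 820.3-fold higher, *Trpm5* at least 780.2-fold higher and *Lgr5* at least 739-fold higher in the CvP. Of the 111 rows that met the opposite criteria, *Krt76* had the highest Epi RPKM, at 217 in the CvP and 5649 in the Epi. *Rptn*, *Lor*, *Krt6b* and *Fam25c* followed, with CvP/Epi ratios from 0.237 to 0.306.

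**Figure D2:**
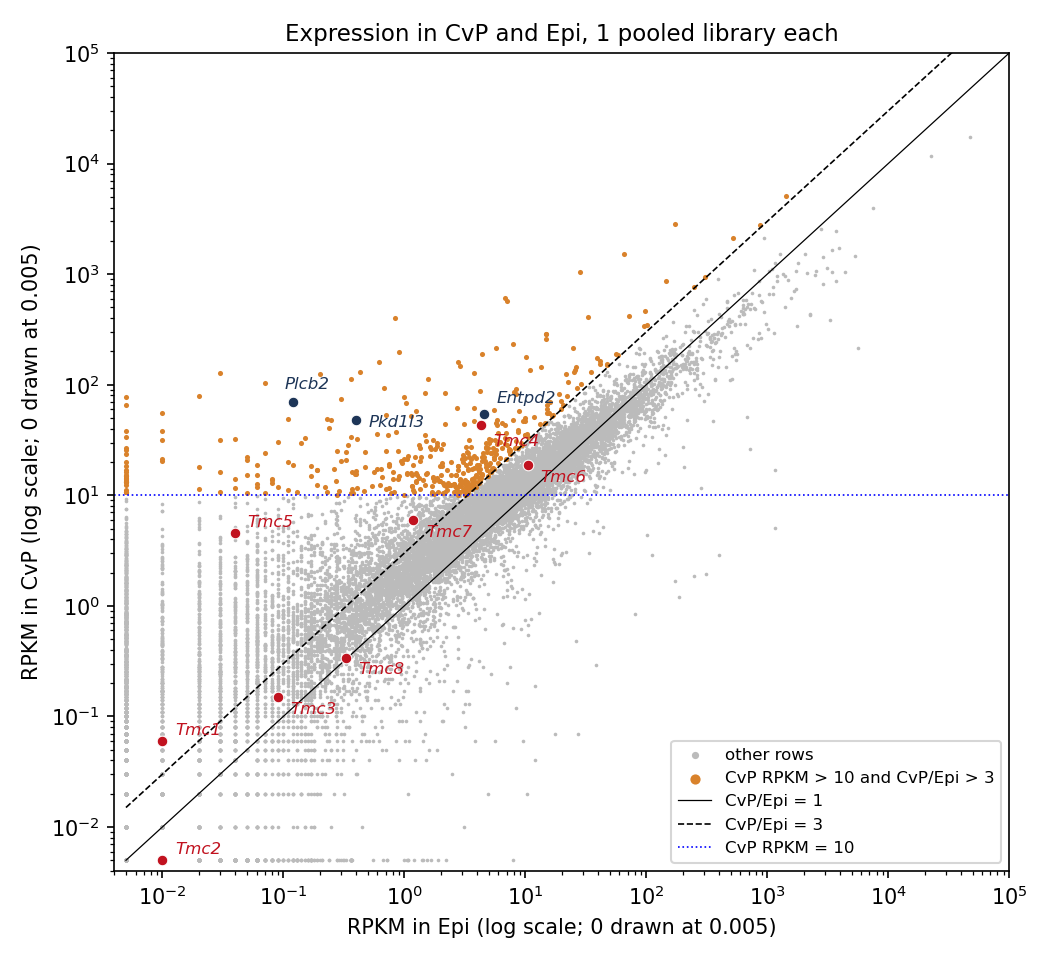
RPKM in the CvP against RPKM in the Epi on log axes, 1 point per row of the table and 1 pooled library per tissue, with values of 0 drawn at 0.005. Orange points are the 435 rows with a CvP RPKM above 10 (dotted line) and a CvP/Epi ratio above 3 (dashed line; the solid line is a ratio of 1), red points the 8 *Tmc* genes and dark blue points *Entpd2*, *Plcb2* and *Pkd1l3*; of the *Tmc* genes only *Tmc4* lies in the orange area.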

With the idea of narrowing this field, we noted that Chatzigeorgiou et al. [25] reported that one member of the TMC family functions as a NaCl sensor in nematodes. We therefore examined the expression of the mammalian TMC family in the taste papillae of the posterior tongue. 

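All 8 *Tmc* genes had a row in the table, with positions on NCBI37/mm9. *Tmc4* lies on the minus strand of chromosome 7 from 3617356 to 3629155. Its RPKM was 43.2 in the CvP and 4.29 in the Epi, about 2777 and 271 reads, which gave a ratio of 10.1 (95% interval 8.89 to 11.5). In the GENCODE M1 annotation, exons of *Tmc4* share 51 bases with the 5′ end of *Leng1* on the same strand, at the 3′ end of *Tmc4*, and 594 bases with the antisense non-coding gene *Gm15929*, whose reads could have been counted on *Tmc4*. *Leng1* itself had an RPKM of 7.07 in the CvP and 3.39 in the Epi. *Tmc5* (chromosome 7, 125740811 to 125818599) and *Tmc7* (chromosome 7, 125679358 to 125728200) are neighbours that do not overlap. *Tmc5* had an RPKM of 4.56 in the CvP and 0.04 in the Epi, the latter about 4 reads, and its ratio of 114 had an interval from 48.2 to 458. The RPKM of *Tmc7* was 5.94 in the CvP and 1.19 in the Epi, a ratio of 4.99 (4.19 to 6.00). *Tmc6* (chromosome 11, 117627299 to 117641997) was found at an RPKM of 18.6 in the CvP and 10.6 in the Epi, a ratio of 1.77 (1.62 to 1.92). *Tmc8* (chromosome 11, 117643611 to 117654451), which shares 40 exon bases with *Tmc6* on the opposite strand, had a ratio of 1.03 with an interval from 0.568 to 1.85, so no difference was detectable at this depth. The same held for *Tmc3* (chromosome 7, 90733441 to 90772219), at an RPKM of 0.15 in the CvP and 0.09 in the Epi with an interval of the ratio from 0.720 to 3.77. Exons of *Tmc3* and *Tmc8* also overlap antisense non-coding genes. *Tmc1* (chromosome 19, 20857948 to 21028692) had about 7 reads in the CvP and 1 in the Epi. *Tmc2* (chromosome 2, 130020930 to 130090181) was at or below 3 reads in both libraries, and no fold was calculated for it.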

The mouse TMC family is composed of eight members, named TMC1 through TMC8. Mammalian TMC families are distantly related in sequence to the anoctamin (ANO) families, some of which are Cl^−^ channels [26]. 

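Of the 8 *Tmc* genes, 1 met both criteria as written, namely *Tmc4*. *Tmc5* and *Tmc7* passed the ratio criterion but had a CvP RPKM below 10, and *Tmc6* passed the CvP RPKM criterion but not the ratio. *Tmc1* also passed the ratio criterion, at a CvP RPKM of 0.06, but the lower limit of its interval, 0.885, was below 1. With a minimum CvP RPKM of 3 the members that passed were 3, *Tmc4*, *Tmc5* and *Tmc7*. *Tmc4* was number 107 by CvP RPKM among the genes that met both criteria and number 1184 among all rows. The taste markers *Entpd2*, *Plcb2* and *Pkd1l3* had CvP RPKM values of 54.8, 70.0 and 47.6, and they were number 84, 69 and 96 among the same genes. Their Epi values differed more. *Entpd2* (chromosome 2, 25251394 to 25256843), a marker of type I cells, had an Epi RPKM of 4.53 and a ratio of 12.1 (95% interval 10.6 to 13.8), which overlaps the interval of *Tmc4*. *Plcb2* (chromosome 2, 118533253 to 118554174) had an Epi RPKM of 0.12 and a ratio of 583 (369 to 1015), and *Pkd1l3* (chromosome 8, 112138417 to 112196492) one of 0.40 and a ratio of 119 (95.1 to 152). *Tmc4* thus had a CvP level of the order of the markers and an Epi level close to that of *Entpd2*. Among 10000 random lists matched on mean expression, the median log2 ratio of the 4 *Tmc* genes with an RPKM of at least 1, 2.76, lay at percentile 99.5, and that of the 7 taste markers named in the paper, 7.17, exceeded all of them. Over all 8 *Tmc* genes, with no filter on low RPKM, the median was 0.68 at percentile 74.35. These percentiles describe these 2 libraries. From the RPKM values and RT-PCR, the paper reports *Tmc4* as the only highly expressed member in the CvP, at levels near those of taste-transducing molecules. Its choice of *Tmc4* as a candidate also draws on in situ hybridization and taste cell markers.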

We found only three TMC molecules, *Tmc4*, *Tmc5*, and *Tmc7* in the above-mentioned 1120 genes, and only *Tmc4* was highly expressed in the CvP at levels close to those of known taste-transducing molecules, such as *Entpd2*, *Plcβ2*, and *Pkd1l3* (Fig. 1B and Additional file 1: Fig S2A). In our chromogenic in situ hybridization (ISH) experiment, *Tmc4* had a relatively strong signal in the CvP as well as in the foliate papillae (FoP), but was scarcely detected in the fungiform papillae (FuP) (Fig. 1C). We also found that Tmc4 was broadly expressed in taste cells of the CvP using some taste cell markers (Additional file 1: Fig S2B). These data motivated us to analyse TMC4 as a candidate salt taste perception molecule.

**Fig. 1:**
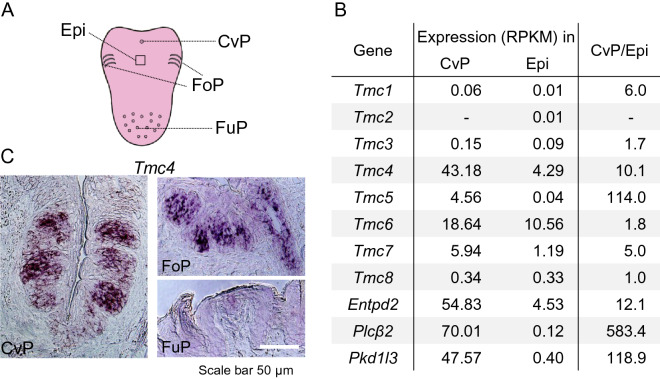
The *Tmc4* gene is predominantly expressed in the taste buds located at the posterior tongue. **A** Location of the circumvallate papillae (CvP), the foliate papillae (FoP), the fungi form papillae (FuP), and the epithelium (Epi) on the mouse tongue. **B** Expression of *Tmc* family genes in the CvP, Epi and specific expression level in the CvP (CvP/Epi). The data from next generation sequencing are represented as reads per kilobase (exon model) per million mapped reads (RPKM). The data for ectonucleoside triphosphate diphosphohydrolase 2 (*Entpd2*), phospholipase C beta 2 (*Plcβ2*), and polycystic kidney disease 1 like 3 (*Pkd1l3*) are indicated as representative taste cell markers. **C** In situ hybridization of *Tmc4* mRNA is specifically detected in the CvP and FoP, and minimally in the FuP

### TMC4 was a voltage-dependent chloride channel

To elucidate the properties of TMC4 channel, we used a whole-cell patch clamp technique with a heterologous expression system. Human embryonic kidney (HEK) 293T cells transfected with mTMC4 expression plasmid exhibited significant outward currents at positive potentials regardless of intracellular cations (K or *N*-methyl-d-glucamine, NMDG) while inward currents at negative potentials were very small in both conditions (Fig. 2A left and centre panels). Reversal potentials (Er) were nearly equal (mean ± SEM, *n* = 4 for each; − 27.6 ± 0.9 mV for KCl and − 25.6 ± 4.0 mV for NMDG-Cl). On the other hand, the mock cells without expressed mTMC4 exhibited no such currents (Fig. 2A right panel). Next, we examined the effect of extracellular cation composition. We found that the currents were independent of extracellular cations (NMDG-Cl, shown as green triangle in Fig. 2B) with a pipette solution of NMDG-Cl. The currents were inhibited by the anion channel inhibitor, 5-nitro-2-(3-phenylpropylamino) benzoic acid (NPPB, shown as black circle in Fig. 2B, [27], but not by amiloride (yellow rhombus in Fig. 2B). These results indicated that mTMC4 was neither a cation channel nor sensitive to amiloride (Fig. 2A, B). Then, several inhibitors of Cl^−^ and anion channels were examined [28–31]. mTMC4-mediated currents were strongly inhibited by the NPPB or Ca^2+^-activated chloride channel inhibitor, CaCC(inh)-A01 [29] (Fig. 2C). Fluoxetine hydrochloride and tannic acid also inhibited mTMC4-mediated currents although less effective with 100 μM, while no such inhibition was observed with niflumic acid or 4,4′-diisothiocyanatostilbene-2, 2′-disulfonic (DIDS) (Fig. 2C).

**Fig. 2:**
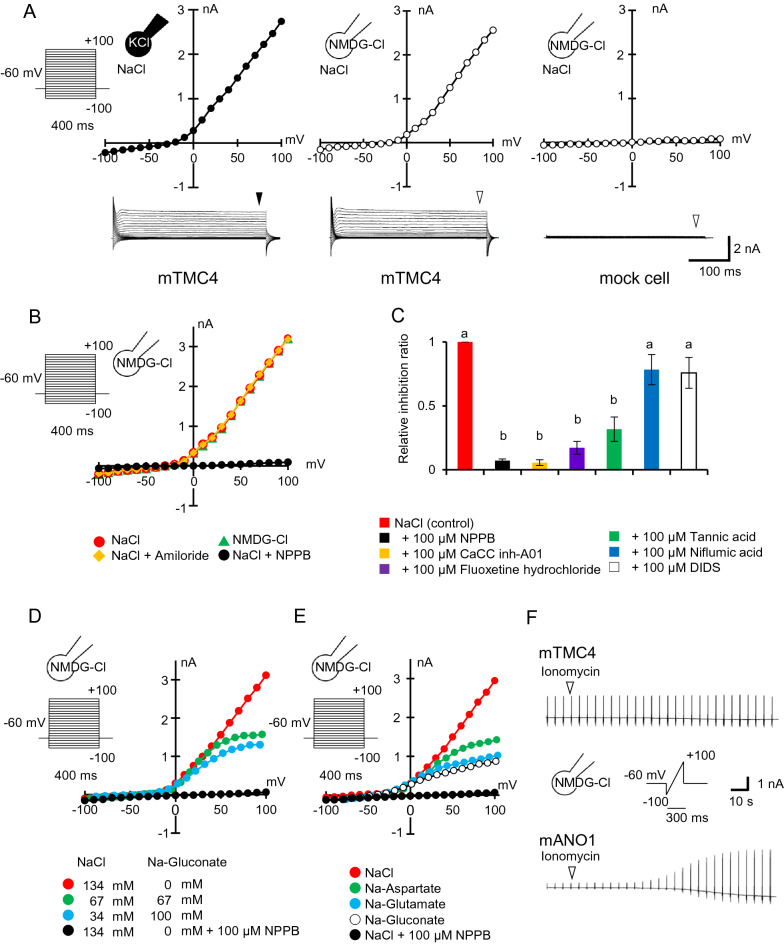
TMC4 functions as a novel anion channel. **A** Representative current–voltage (I-V) relationship of the currents by step pulses with KCl (left) or *N*-Methyl-d-glucamine (NMDG)-Cl (centre) pipette solution in human embryonic kidney (HEK) 293T cells expressing mouse TMC4. Right panel shows the response of mock cells as a negative control. Open and filled arrowheads show the points of data selection from raw trace shown below. **B** Representative I–V relationship of the currents by step pulses under different bath solutions in cation. The current observed is not affected by the bath application of NMDG-Cl, NaCl, or amiloride (epithelial sodium channel inhibitor), but is significantly reduced by the anion channel inhibitor, 5-nitro-2-(3-phenylpropylamino) benzoic acid (NPPB). **C** Effect of several anion channel inhibitors. Relative inhibition ratio calculated using the formula *I*_blocker_/*I*_control_ at + 60 mV. Ca^2+^-activated chloride channel inhibitor (CaCC inh)-A01: ANO1/2 inhibitor, tannic acid: cystic fibrosis transmembrane conductance regulator (CFTR) and CaCC inh, niflumic acid: CaCC inh, and 4,4′-diisothiocyanatostilbene-2, 2′-disulfonic (DIDS): anion exchanger inhibitor. Different letters show significant differences, detected by Tukey–Kramer test (*n* = 4 or more for each, *p* < 0.05). **D** Representative I–V curves by step pulses with different extracellular Cl^−^ concentrations through replacement with gluconate. **E** Representative I–V curves by step pulses with bath solution that has completely replaced a chloride ion with an organic anion. **F** Effects of increase in intracellular Ca^2+^ concentrations by ionomycin on mTMC4 (upper) or mANO1 (lower) -mediated currents. Open arrow heads indicate the starting point for perfusion of the bath solution containing ionomycin. Bath and pipette solution components and calculation procedures are shown in the Materials and methods section, Additional file 1: Table S1 and Table S2

To confirm whether or not mTMC4 exhibits anion permeability, the Cl^−^ concentrations of the bath solution were decreased stepwise or the extracellular Cl^−^ ions were substituted with several organic anions (Fig. 2D, E). Surprisingly, I–V curves showed no apparent changes in reversal potentials although it was difficult to determine the precise reversal potentials partly because of small inward currents at negative potentials. While current amplitudes at positive potentials became smaller as the reduction in extracellular Cl^−^ concentrations or replacement with different anions using a pipette solution of NMDG-Cl. It is of note that the mTMC4-mediated outward currents did not disappear even when the bath solution was completely substituted with Na-gluconate, with a larger ion size than halide. These results suggested that mTMC4 functions as an anion channel with a large pore.

In view of previous evidence that TMC4 is distantly related to the ANO1 channel as a CaCC [26, 32], and that mTMC4-mediated currents were inhibited by CaCC(inh)-A01 (Fig. 2C), we examined the Ca^2+^ sensitivity of mTMC4. In contrast to mouse ANO1 (mANO1), the channel activity of mTMC4 did not depend on intracellular Ca^2+^ (Fig. 2F).

Next, we performed similar experiments on the human orthologue of mTMC4. We found that human TMC4 (hTMC4) also functions as a Cl^−^ channel with a similar voltage dependency and is inhibited by NPPB as seen in the mouse channel (Additional file 1: Fig S3). These results indicated that the function of mTMC4 was conserved in humans.

### Effect of NPPB on the taste nerve responses to salty taste

TMC4-mediated currents were strongly inhibited by NPPB in the in vitro response (Fig. 2). To obtain information about the effect of NPPB in the in vivo response to salty taste that Cl^−^ is involved in, we conducted taste nerve recordings with wild-type C57BL/6J mice (Additional file 1: Fig S4). The simultaneous application of 100 μM NPPB led to significant decrease of the glossopharyngeal nerve response at 300 mM NaCl while the same treatment had no effect on the chorda tympani nerve response. This indicates that high salt taste reception requires Cl^−^ perception.

### TMC4 functions in high-concentration salt taste transduction

To confirm that TMC4 was related to salt perception, we generated *Tmc4* knock-out (KO) mice (Additional file 1: Fig S1). The loss of function of TMC4 in vivo caused a significant decrease in the glossopharyngeal nerve response to 100 mM and 300 mM NaCl, but no change in the chorda tympani nerve response (Fig. 3A). The glossopharyngeal nerve response to 300 mM KCl was also significantly affected, but no change was observed in the chorda tympani nerve response (Fig. 3B). No significant difference was observed between KO and WT mice for the other basic taste substances in both the glossopharyngeal and chorda tympani nerves including the response to 300 mM NaCl containing 30 µM amiloride (Fig. 3C).

**Fig. 3:**
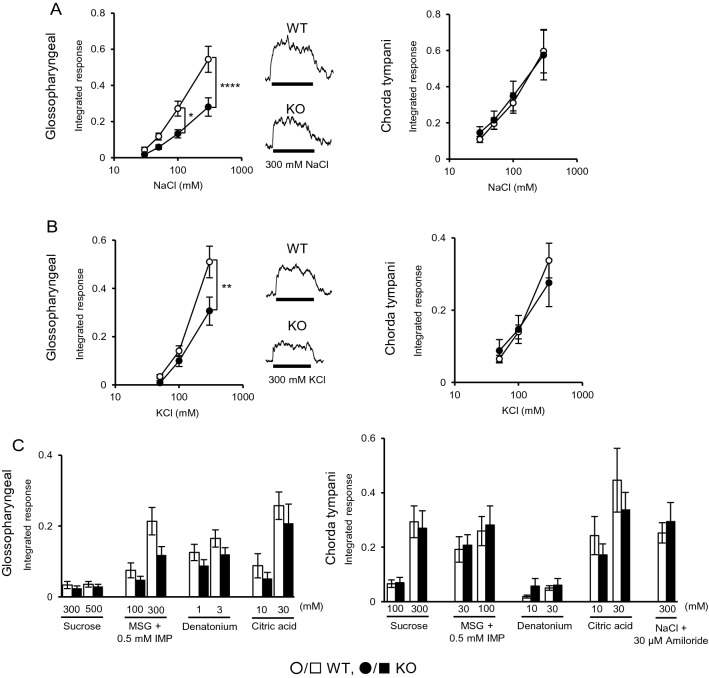
Loss of TMC4 specifically affects the glossopharyngeal nerve response to high NaCl and KCl. **A**, **B** Integral taste nerve response of wild-type (WT) or *Tmc4* knock-out (KO) mice to NaCl and KCl solutions (30, 50, 100, and 300 mM). **C** Responses to the other taste substances: sucrose for sweet, a mixture of monosodium glutamate (MSG) and inosine monophosphate (IMP) for umami, citric acid for sour, denatonium for bitter and amiloride for epithelial sodium channel blocker. The asterisks (*, **, ****) indicate statistical differences: *p* < 0.05, 0.01, and 0.0001, respectively. Significance was evaluated using two-way ANOVA with Bonferroni correction (*n* = 6–7 for WT and *n* = 5–6 for KO)

Since *Tmc4* was systemically deficient, we checked the growth rate of animals and their mineral content in the sera and in the urine of *Tmc4* KO mice and found that there was no significant difference in Na, K, Cl, Ca, and Mg between KO and WT mice (Additional file 1: Fig S5A, B, C and Table S3). In addition, we observed the expression of representative taste-related proteins in the CvP. Immunoreactivity to the relevant antibodies showed no apparent differences in protein expression patterns, and in morphology of taste cells, in both KO and WT mice (Additional file 1: Fig S5D). These results made us to investigate the behavioural phenotype of *Tmc4* KO mice.

*Tmc4* KO and WT mice were tested for their aversive behaviour to high-concentration salt solution by measuring the lick ratio to water. There was a slight difference in the lick ratio value for NaCl solutions between KO and WT mice (Fig. 4A; *F*_*(1, 70*)_ = 4.30, *p* = 0.04). However, no significant results were obtained with KCl solutions (Fig. 4B; *F*_*(1, 70)*_ = 0.91, *p* = 0.34), and there was preference for low-concentration salt solution after sodium-depletion treatment (Fig. 4C; *F*_*(1, 70)*_ = 0.03, *p* = 0.87). It was found that KO mice showed no change in the lick ratio for the other taste solutions (Fig. 4D).

**Fig. 4:**
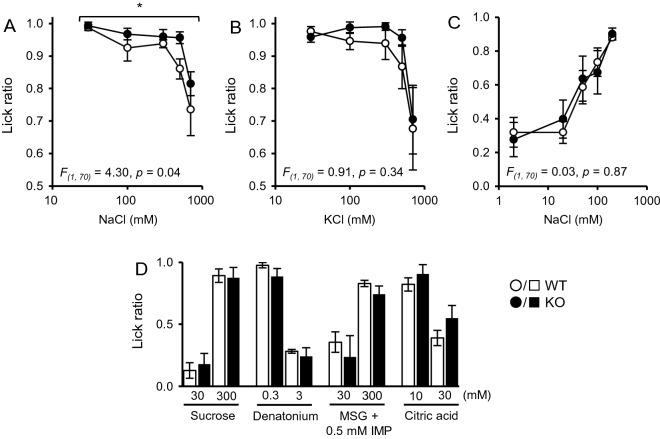
Licking behaviour of *Tmc4* knock-out (KO) mice with five basic tastes. **A**, **B** Lick ratio of wild-type (WT) or *Tmc4* KO mice for NaCl (**A**) and KCl (**B**) solutions (30, 100, 300, 500, and 700 mM) to water. **C** Attraction to NaCl solution (2, 20, 50, 100, and 200 mM) of mice treated with furosemide (50 mg/kg) and a low sodium diet. **D** Lick ratio for taste substance solutions to water: sucrose for sweet, a mixture of monosodium glutamate (MSG) and inosine monophosphate (IMP) for umami, citric acid for sour, denatonium for bitter. Data are expressed as the mean ± SEM. The asterisk (*) indicates statistical difference (*p* < 0.05). Significance was evaluated using two-way ANOVA (WT: *n* = 9, KO: *n* = 7)

## Discussion

In this study, mTMC4 was identified as a novel anion channel involved in high-concentration salt reception at taste bud cells of the posterior tongue. We discuss from the view points of the structure characterization and physiological properties.

### TMC4 was a voltage-dependent anion channel

TMC4 is a member of transmembrane channel-like (TMC) family having an expected eight to ten transmembrane-spanning domains and a relatively conserved sequence termed the TMC domain, which encompasses three transmembrane sequences near the C-terminus [26, 33, 34]. In mammals, eight molecules named TMC1 through TMC8 belong to this family [26, 34–36]. Of these eight members, TMC1 is well studied. A mutation in TMC1-expressing inner ear cells causes deafness [37, 38]. TMC2 is also involved in hearing through sound vibration-mediated Ca^2+^ mechanotransduction [39, 40]. Mouse TMC1 and TMC2 were already defined to be mechanosensitive cation channels using analysis of the homologues, green sea turtle (CmTMC1) and budgerigar (MuTMC2) [41]. As for the other TMC molecules, mutations in TMC6 (EVER1) and TMC8 (EVER2) are implicated in epidermodysplasia verruciformis [42]. TMC5 promotes prostate cancer cell proliferation [43] and TMC7 is upregulated in cases with onset of pancreatic carcinoma [44]. Thus, almost all genes belonging to the TMC family have a physiologically important role. However, the molecular characterization of TMC members has not been defined except for TMC1 and TMC2.

In this study, we revealed that TMC4 is an anion channel involved in salt taste perception. To the best of our knowledge, this is the first report of an anion channel belonging to the TMC family (Fig. 2). All three amino acids, G520, M521 and D672 important for mechanosensitive cation channel in TMC1 and TMC2 are not conserved in TMC4 [41]. Incidentally, because the structure of TMC members is similar to the ANO channels, TMC is assigned to the ANO superfamily [26, 33]. Of the ten mammalian ANO members, ANO1 through ANO10, ANO1 and ANO2 were reported to be CaCCs [26, 32, 45]. However, recently ANO4, ANO6, and ANO9 have been reported to be cation channels [46–48]. Considering the case of the ANO family, it is not particularly rare that anion and cation channels belong to the same family.

Besides, mTMC4 was inhibited by CaCC inh-A01, a specific blocker of ANO1 and ANO2 [29]. It was suggested that TMC4 had a common structure with ANO1 in the activation site. However, in contrast to mANO1, mTMC4 was activated without an increase of intracellular Ca^2+^. The Ca^2+^ binding site was reported to be N646, E650, E698, E701, E730, E734 in mANO1 [49–54]. Comparing the mTMC4 sequence with mANO1, only one residue, E698 in mANO1 and E513 in mTMC4, was conserved, but the other five residues were not. This implies that mTMC4 is insensitive to intracellular Ca^2+^.

Further, a distinct feature of mTMC4 was that anions with large ion sizes, such as gluconate ions, could also permeate through mTMC4 (Fig. 2D, E). It is a future interest to resolve structure basis at an atomic level for this broad anion permeability. Taking these data together, it was noted that mTMC4 is a novel voltage-dependent anion channel with unique features.

### Physiological function of TMC4 for salt taste reception as an anion channel

From the view point of physiological function, we first reported the possibility that TMC4 is involved in the perception of salty taste. In our study, *Tmc4* KO mice significantly reduced the glossopharyngeal nerve response to high-concentrations of salt. On the other hand, there was no significant difference in the responses of the chorda tympani nerves (Fig. 3). Behavioural responses are induced by integrated taste signals from both the glossopharyngeal and chorda tympani nerves. Therefore, the effect of *Tmc4* KO on behavioural response differs slightly from the glossopharyngeal nerve response (Fig. 4). ENaC, a sodium channel, was reported to respond to low-concentration of salt, while molecules responding to high-concentration of salt had not been reported, including molecules responding to Cl^−^. Counter salts anions affect high-concentration salt taste sensation at the level of the taste nerve response in rodents, and sensory evaluation in humans. This has been called the "anion effect". Theoretically, one feature of this effect is that salt taste intensity varies depending on anion size [2–4, 13–17]. Roebber et al. [19] have reported that taste cells have the apical transducer for anion, which is the key to elucidating the anion effect. However, the specific transducer was long unknown. Intriguingly, the TMC4-mediated current at the positive potential changed with the molecular size of the anion (Fig. 2E). It might explain the “anion effect” phenomenon where saltiness intensity decreases as the molecular size of the anion increases. In this respect, TMC4 proved to a prime example of the anion effect. Its identification and functional elucidation constitute the first proof at the molecular level that salt taste reception is dependent on Cl^−^ influx. Moreover, TMC4 may be related to salt taste signal transduction.

### Current status of salt taste reception on taste cells

There are two types of salt-responsive cells in mammalian taste buds: one responding to low-concentration of salt and the other to high-concentration of salt (Additional file 1: Table S4). Chandrashekar et al. [9] reported that low-concentration salt cells respond to 100 mM or higher concentration of NaCl or Na-gluconate and these responses are inhibited by amiloride. In addition, low-concentration salt cells do not respond to 500 mM NMDG-Cl or 500 mM KCl. The Na^+^-dependent nature of low-concentration salt cell function may correspond to the properties of the amiloride-sensitive ENaC channel, which is responsible for low-concentration salt taste reception. However, high-concentration of salt cells respond to 500 mM NaCl, 500 mM KCl, and 500 mM NMDG-Cl and these responses are not inhibited by amiloride. Lewandowski et al. [18] divided high-concentration of salt cells into two groups: one responding to 250 mM NaCl and 250 mM Na-gluconate equally in an anion-independent manner, and the other responding to 250 mM NaCl and 250 mM Na-gluconate (to a lesser extent) in an anion-dependent manner. These results suggested that the response of high-concentration of salt cells may be intimately associated with the behaviour of Cl^−^.

It is clear from our data that Cl^−^ influx through the TMC4 channel could only occur with a depolarization of taste cell (Fig. 2). There are several studies on the resting and action potentials (*V*_r_ and *V*_ac_) of taste bud cells. Ma et al. [24] reported that mouse taste bud cells exhibit *V*_r_ of − 65 mV and *V*_ac_ of + 50 mV, on average, in response to current stimulation. In a study by Chen et al. [55], V_r_ was approximately −3 3 mV and *V*_ac_ was approximately + 40 mV. These data suggested the existence of a molecular entity that triggers *V*_ac_ generation in taste bud cells. Actually, Cl^−^ influx is observed in many taste cells of the CvP in mice when depolarization occurs [56, 57]. In this context, Sukumaran's single cell transcriptome analysis is suggestive; they showed that TMC4 is co-expressed with voltage-gated Na^+^ channels (Scn2a1, Scn3a, and Scn9a) in 23 taste cells [58].

### Working hypothesis of TMC4 in high-concentration salt taste sensation

Physiologically, a role of Cl^−^ influx to cell is regulation of membrane potential for hyperpolarization. It helps repolarize the cells to return to resting potential. Huang, et al. [59] reported that CACCs blocker, niflumic acid and NPPB, inhibited Cl^−^ influx, and delayed action potential in hippocampal pyramidal neurons. Based on these backgrounds, we simulated how Cl^−^ influx through TMC4 is involved in the action potentials for salt taste signals in taste cell of the CvP. The model cell predicted that TMC4 contributes to repolarization phase as revealed from larger negative dV_m_/dt value when TMC4 was incorporated, which shortens action potential duration (Fig. 5A upper). This resulted in shorter cycle lengths when the model cell was stimulated with longer depolarizing current pulse (I_stim_) (Fig. 5A lower left). The larger the expression level of TMC4 was, the shorter the cycle length between action potentials became (Fig. 5A lower right).

**Fig. 5:**
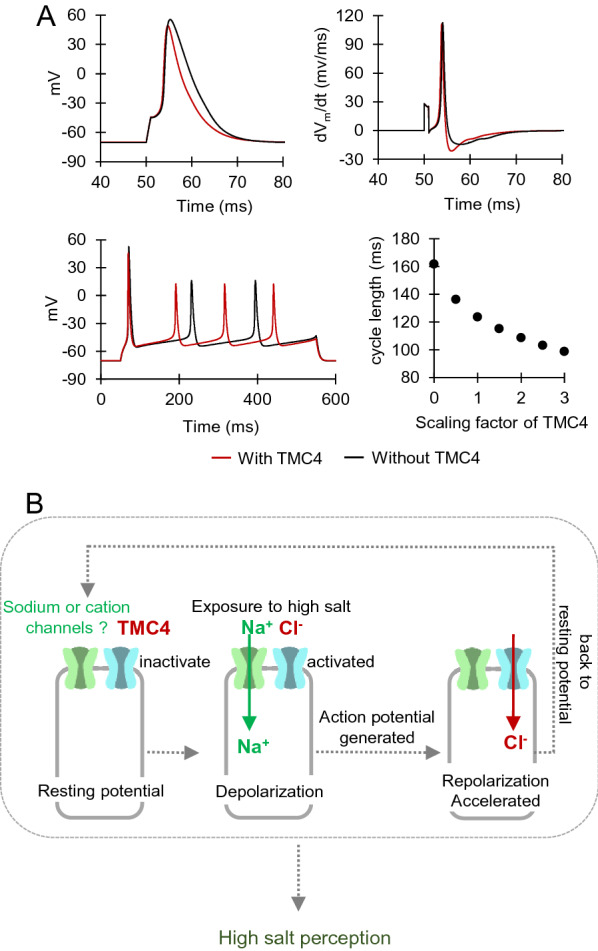
Working hypothesis of TMC4 role in high-concentration salt taste sensation. **A** Prediction of TMC4 role using taste cell model with (red) or without (black) TMC4. (left) Single action potentials evoked by 2 Hz stimulation with − 140 pA stimulation current (*I*_stim_) for 1 ms. (right) Time derivatives of the voltage (dV_m_/dt) during the action potentials. (bottom left) Trains of action potentials evoked by − 15 pA I_stim_ for 500 ms. (bottom right) Relationship between TMC4 expression level and cycle length. The conductance of TMC4 was amplified by 0 to 3.0, and then trains of action potentials were evoked by − 15 pA I_stim_ for 500 ms. The averaged cycle length between action potential peaks was plotted against multiplying factor of TMC4 conductance. In all these simulations, the model cell was held at − 70 mV by applying 10 pA holding current (*I*_hold_). [Na^+^]_o_ = 150 mM, [K^+^]_o_ = 5.4 mM, [Cl^−^]_o_ = 150 mM, [Na^+^]_i_ = 6 mM, [K^+^]_i_ = 140 mM, [Cl^−^]_i_ = 30 mM. **B** Schematic representation of salt taste reception involving TMC4. TMC4 is specifically expressed in high-concentration salt taste cells in the circumvallate papillae (CvP) and the foliate papillae (FoP). TMC4 is not activated at the resting membrane potential. Exposure of the taste cells to high-concentration of NaCl induce depolarization by Na^+^ influx through sodium or cation channels, which triggers action potential for salt taste signals. Furthermore, this depolarization activates TMC4. After depolarization, Cl^−^ influxes the taste cells through the TMC4 and helps the taste cells return to the resting potential. TMC4 consequently may accelerate the cycle of action potentials for salt taste signals. These processes facilitate neurotransmission via high-concentration salt taste cells, with the result that salt taste reception takes place through the glossopharyngeal nerve

To summarize our data, we propose the working hypothesis to explain the role of TMC4, for high-concentration salt taste sensation (Fig. 5B). If the taste cells are stimulated by high concentrations of salt, taste cells are depolarized by Na^+^, which influx through sodium or cation channels. The depolarization triggers the action potentials and induces salt taste signals. Furthermore, this depolarization activates TMC4. When TMC4 is activated, extracellular Cl^−^ flows into the taste cells through TMC4 and returns the taste cells to the resting potential. Consequently, TMC4 might be involved in acceleration the cycle of action potentials for salt taste signals. To explore this model further, one potential line of future investigation is assessed as function of TMC4 in high-concentration salt sensation using isolated taste bud cells.

In many countries, the per-capita salt intake exceeds recommended levels [60]. Since the overconsumption of salt potentially affects the body’s liquid homeostasis [61] and the amiloride-insensitive pathway is dominant in salt taste perception in humans [62, 63], hTMC4 enhancers may be useful for the production of sodium-reduced foods, chemicals which are currently being screened. Future research on TMC4-mediated high-concentration salt taste sensation could therefore have an impact on human health as well as the food industry.

## Conclusion

Salty taste is evoked by the existence of both Na^+^ and Cl^−^. The present study shows that TMC4 is a novel voltage-dependent chloride channel involved in high-concentration salt taste. *Tmc4* was expressed in the CvP and FoP, and the glossopharyngeal nerve response to salty taste of *Tmc4*-deficient mice was significantly suppressed. Mathematical modelling and simulation revealed that the TMC4-mediated Cl^−^ current is involved in accelerating the cycle of action potentials. This is a new finding of the role of Cl^−^ involving salty taste acceptance.

### Supplementary Information

**Additional file 1: Figure S1.** *Tmc4* gene knock-out (KO) strategy. Mutations were introduced into exon 1 of the *Tmc4* locus by the transcription activator-like effector nucleases (TALEN) method. 

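On NCBI37/mm9, exon 1 and the first 20 bases of intron 1 read, along the gene from 3629112 to 3629006 on chromosome 7, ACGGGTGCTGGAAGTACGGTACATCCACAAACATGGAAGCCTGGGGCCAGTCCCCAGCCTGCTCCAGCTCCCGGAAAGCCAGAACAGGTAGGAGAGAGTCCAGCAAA. The left TALEN site TGGGGCCAGTCCCC lies from 3629058 to 3629071 and the right site GGAAAGCCAGAACAGG from 3629025 to 3629040, with 17 bases between them. Both sites lie in coding sequence, apart from the last base of the right site, which is the first base of intron 1 in the genome. The delta 10 line lacks 10 bases. Because of repeated bases, 6 placements of this deletion give the same sequence, the first of which removes CCAGCCTGCT, bases 22 to 31 counted from the start codon (3629050 to 3629059). In the delta 28 line 28 bases are missing, with 2 equivalent placements, the first from base 20 to base 47 (3629034 to 3629061). Neither length is a multiple of 3. Translated from the reference transcript, the wild-type reading frame has 694 codons before its stop. The delta 10 frame has 22 codons before a stop, of which the first 9 code for the wild-type residues, and the delta 28 frame has 16, of which the first 7 do. Both stops lie in exon 2. The RNA libraries came from wild-type mice, so expression of the edited alleles was not analysed here.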

The DNA-binding sites of the TALENs are indicated by red and blue boxes. The start codon is shown in green characters. The broken line indicates deleted nucleotides. Two lines, delta 10 and 28 carrying frame shift mutations, were obtained and a sufficient number of litters were obtained from the delta 10 and 28 lines. These lines were back-crossed with C57BL/6J mice (wild-type: WT) to produce founder mice. **Figure S2.** Tmc4 gene is broadly expressed in the circumvallate papilla of taste buds located at the posterior tongue. **A** RT‐PCR of TMC family mRNAs (*Tmc1*–*Tmc8*) and *Trpm5* (taste cell marker) in the circumvallate papillae (CvP) of wild-type (WT) mice. **B** Co-localization of *Tmc4* (green signal) in the CvP of WT mice with ectonucleoside triphosphate diphosphohydrolase 2 (*Entpd2*) expressed in type 1 cells, phospholipase C beta 2 (*Plcβ2*) expressed in type 2 cells, or polycystic kidney disease 1 like 3 (*Pkd1l3*) expressed in type 3 cells, (purple signal) in the circumvallate papilla. For the negative control, sections were hybridized only with *Tmc4 sense* probe and detected by Alexa Fluor 488. **Figure S3.** Human TMC4 has the same properties as mouse TMC4. **A** Representative current–voltage (I-V) relationship of the currents by step pulses with KCl (left) or *N*-Methyl-d-glucamine (NMDG) -Cl (right) pipette solution in human embryonic kidney (HEK) 293 T cells expressing human TMC4 (hTMC4). **B** Representative I–V relationship of the currents by step pulses under different bath solutions in cation. The current observed is not affected by the bath application of NMDG-Cl, NaCl, or amiloride (epithelial sodium channel inhibitor), but is significantly reduced by the anion channel inhibitor, 5-nitro-2-(3-phenylpropylamino) benzoic acid (NPPB). Bath and pipette solution components and calculation procedures are shown in the Materials and Methods section, Table S1 and Table S2. **Figure S4.** Effect of NPPB on the taste nerve response to high NaCl in wild type mice. Wild type mice were treated with NaCl solutions (100 and 300 mM) with or without chloride channel inhibitor, 5-nitro-2-(3-phenylpropylamino) benzoic acid (NPPB). The integral response of the glossopharyngeal nerve to 300 mM NaCl was significantly suppressed by the simultaneous application of 100 μM NPPB. The chorda tympani response to 300 mM NaCl was not suppressed by 100 μM NPPB. The application of 100 μM NPPB itself did not cause any response in neither the glossopharyngeal nor chorda tympani nerves (Statistical differences evaluated by Welch's *t*-test. ^*^ indicate significant difference: *p* < 0.05. n = 5–6). **Figure S5.** Food intake, water intake, body weight and expression of taste marker molecules in the circumvallate papillae of wild-type (WT) and *Tmc4* knock-out (KO) mice, **A** and **B**. Comparison of food and water intake. **C** Comparison of body weight at the time of killing (8–15-week-old males). No significant differences were detected (WT: *n* = 6, KO: *n* = 10). **D** Comparison of expression of taste marker molecules in the circumvallate papillae. Representative double-fluorescence immunostaining images are shown. The immunostaining was examined using antibodies against the type2 cell marker (gustducin: green) and the taste bud cell marker, potassium voltage-gated channel subfamily Q member 1(Kcnq1: magenta), and phospholipase C beta 2 (Plcβ2: green) and Carbonic anhydrase 4(Car4: magenta). Scale bar is 50 μm. Merged fluorescence and differential interference contrast images were showed.

**Additional file 2.** Description of the Mathematical Model of a Taste Bud Cell.

## Data Availability

All sequence data used for this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) with the accession number GSE175806.

## Abbreviations

TMC4: Transmembrane channel-like 4
CvP: Circumvallate papillae
FuP: Fungiform papillae
FoP: Foliate papillae
Epi: Epithelia
NMDG: *N*-Methyl-d-glucamine
NPPB: 5-Nitro-2-(3-phenylpropylamino) benzoic acid
DIDS: 4,4′-Diisothiocyanatostilbene-2, 2′-disulfonic
CaCC: Ca^2^^+^-activated chloride channel
ANO: Anoctamin

# Supplementary material for: TMC4 is a novel chloride channel involved in high-concentration salt taste sensation
**Source:** J Physiol Sci. 2021 Aug 25;71:23. doi: 10.1186/s12576-021-00807-z
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Tmc4 gene knock-out (KO) strategy. Mutations were introduced into exon 1 of the Tmc4 locus by the transcription activator-like effector nucleases (TALEN) method. The DNA-binding sites of the TALENs are indicated by red and blue boxes. The start codon is shown in green characters. The broken line indicates deleted nucleotides. Two lines, delta 10 and 28 carrying frame shift mutations, were obtained and a sufficient number of litters were obtained from the delta 10 and 28 lines. These lines were back-crossed with C57BL/6J mice (wild-type: WT) to produce founder mice. Figure S2. Tmc4 gene is broadly expressed in the circumvallate papilla of taste buds located at the posterior tongue. A RT‐PCR of TMC family mRNAs (Tmc1–Tmc8) and Trpm5 (taste cell marker) in the circumvallate papillae (CvP) of wild-type (WT) mice. B Co-localization of Tmc4 (green signal) in the CvP of WT mice with ectonucleoside triphosphate diphosphohydrolase 2 (Entpd2) expressed in type 1 cells, phospholipase C beta 2 (Plcβ2) expressed in type 2 cells, or polycystic kidney disease 1 like 3 (Pkd1l3) expressed in type 3 cells, (purple signal) in the circumvallate papilla. For the negative control, sections were hybridized only with Tmc4 sense probe and detected by Alexa Fluor 488. Figure S3. Human TMC4 has the same properties as mouse TMC4. A Representative current–voltage (I-V) relationship of the currents by step pulses with KCl (left) or N-Methyl-d-glucamine (NMDG) -Cl (right) pipette solution in human embryonic kidney (HEK) 293 T cells expressing human TMC4 (hTMC4). B Representative I–V relationship of the currents by step pulses under different bath solutions in cation. The current observed is not affected by the bath application of NMDG-Cl, NaCl, or amiloride (epithelial sodium channel inhibitor), but is significantly reduced by the anion channel inhibitor, 5-nitro-2-(3-phenylpropylamino) benzoic acid (NPPB). Bath and pipette solution components and calculation procedu

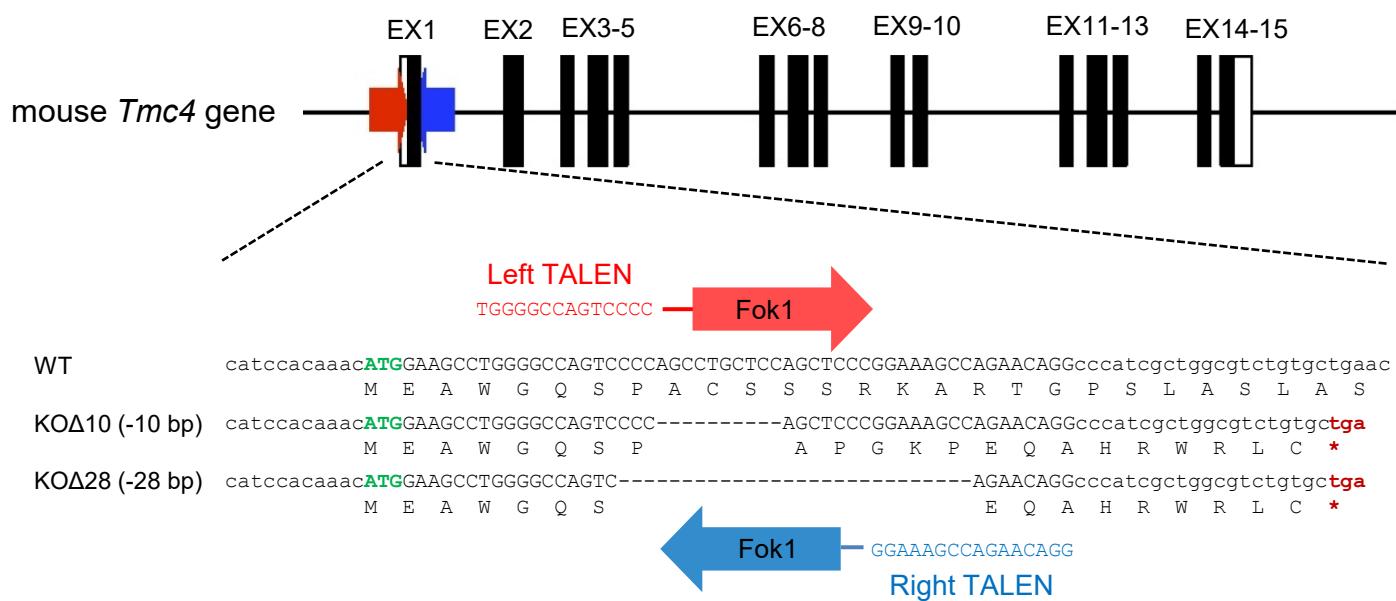

Figure S1

A

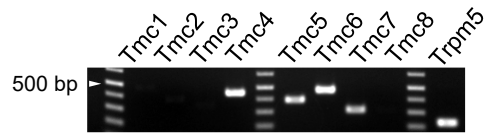

B

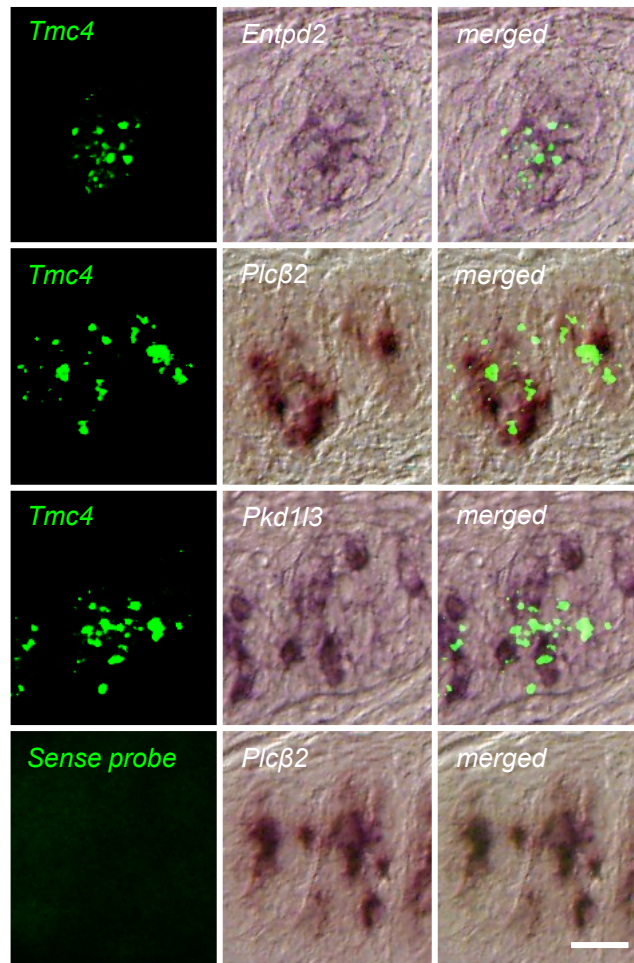

Scale bar 20  $\mu$ m

Figure S2

# hTMC4

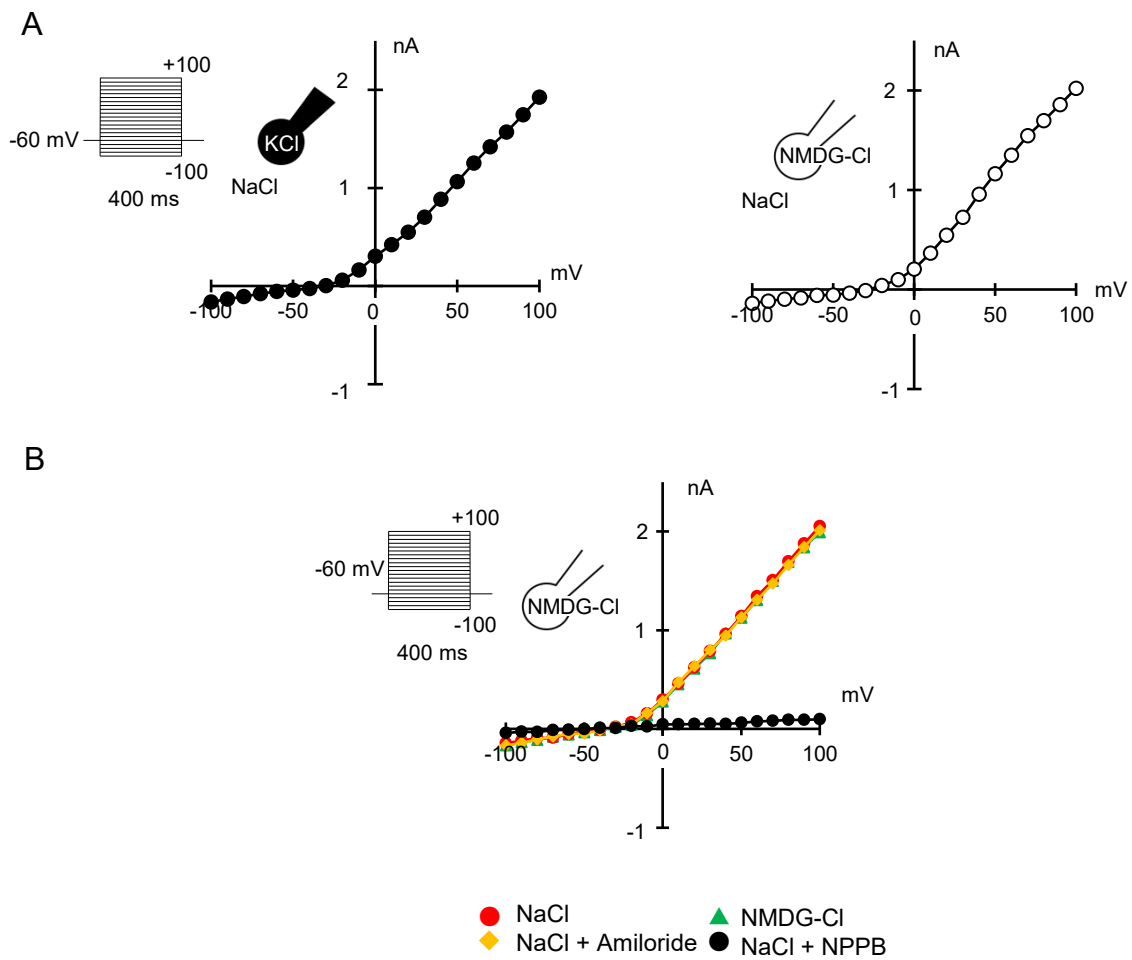

Figure S3

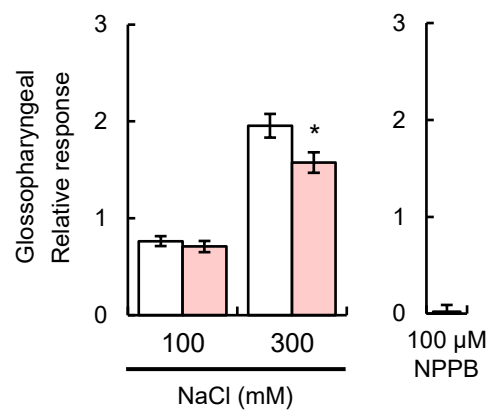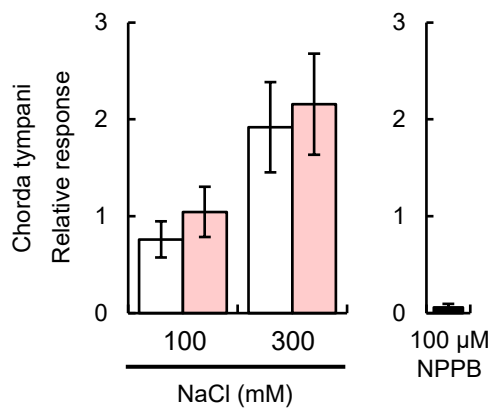

□ NaCl alone, ■ NaCl + 100  $\mu$ M NPPB

Figure S4

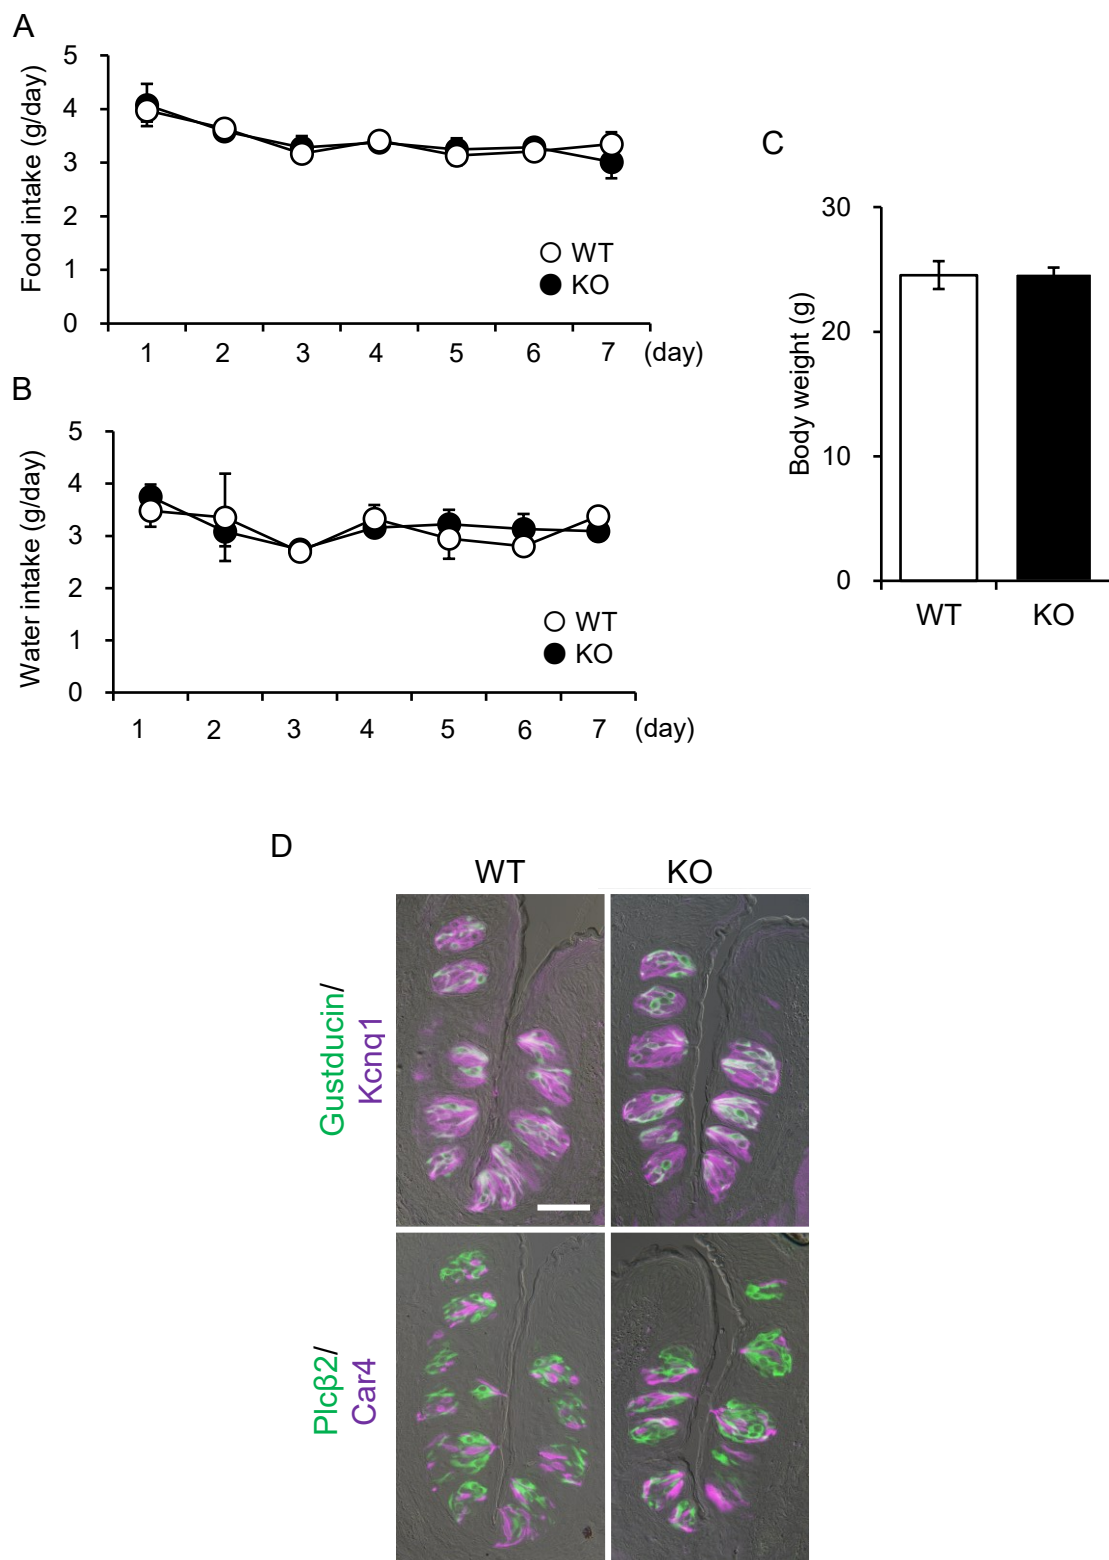

Figure S5

**Table S1.**  
**The compositions of pipette solutions**

| Solution<br>Electrolyte<br>(mM) |         |     |
|---------------------------------|---------|-----|
|                                 | NMDG-Cl | KCl |
| NMDG-Cl                         | 134     | -   |
| KCl                             | -       | 134 |
| BAPTA                           | 5       | 5   |
| HEPES                           | 10      | 10  |

*N*-Methyl-D-glucamine (NMDG), *O,O'*-Bis(2-aminophenyl)ethyleneglycol-*N,N,N',N'*-tetraacetic acid, tetrapotassium salt, hydrate (BAPTA), 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES). The pH of all pipette solution was adjusted to pH 7.2 with NMDG-OH. The osmotic pressure of all pipette solution was adjusted to approximately 270 mOsmol/kg.

**Table S2.**  
**The compositions of bath solutions**

| Solution<br>Electrolyte<br>(mM) | NaCl (Cintrol) | NMDG-Cl | 67 mM NaCl,<br>67 mM Na-<br>gluconate | 34 mM NaCl,<br>34 mM Na-<br>gluconate | Na-gluconate | NPPB | Na-glutamate | Asp-Na | Ionomycin |
|---------------------------------|----------------|---------|---------------------------------------|---------------------------------------|--------------|------|--------------|--------|-----------|
| NaCl                            | 134            | -       | 67                                    | 34                                    | -            | 134  | -            | -      | 134       |
| Na-gluconate                    | -              | -       | 67                                    | 100                                   | 134          | -    | -            | -      | -         |
| KCl                             | 2.9            | 2.9     | 2.9                                   | 2.9                                   | 2.9          | 2.9  | 2.9          | 2.9    | 2.9       |
| HEPES                           | 10             | 10      | 10                                    | 10                                    | 10           | 10   | 10           | 10     | 10        |
| D-Glucose                       | 15             | 15      | 15                                    | 15                                    | 15           | 15   | 15           | 15     | 15        |
| MgCl <sub>2</sub>               | 1.2            | 1.2     | 1.2                                   | 1.2                                   | 1.2          | 1.2  | 1.2          | 1.2    | 1.2       |
| CaCl <sub>2</sub>               | 2.1            | 2.1     | 2.1                                   | 2.1                                   | 2.1          | 2.1  | 2.1          | 2.1    | 2.1       |
| NMDG-Cl                         | -              | 134     | -                                     | -                                     | -            | -    | -            | -      | -         |
| Na-glutamate                    | -              | -       | -                                     | -                                     | -            | -    | 134          | -      | -         |
| Asp-Na                          | -              | -       | -                                     | -                                     | -            | -    | -            | 134    | -         |
| NPPB                            | -              | -       | -                                     | -                                     | -            | 0.1  | -            | -      | -         |
| Ionomycin                       | -              | -       | -                                     | -                                     | -            | -    | -            | -      | 0.005     |

*N*-Methyl-D-glucamine (NMDG), 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES), 5-Nitro-2-(3-phenylpropylamino) benzoic acid (NPPB). The pH of all bath solution was adjusted to pH 7.4 with NMDG-OH. The osmotic pressure of all bath solution was adjusted to approximately 295 mOsmol/kg.

**Table S3.**  
**Comparison of serum and urine parameters**

|           |             | WT           | Tmc4 KO     |
|-----------|-------------|--------------|-------------|
| Serum     | ALB (g/dL)  | 3.20 ± 0.07  | 3.15 ± 0.06 |
|           | CRE (mg/dL) | 0.13 ± 0.01  | 0.14 ± 0.01 |
|           | UA (mg/dL)  | 3.26 ± 0.09  | 3.12 ± 0.45 |
|           | UA/CRE      | 25.9 ± 1.27  | 23.7 ± 4.14 |
|           | Na (mEq/L)  | 148 ± 0.79   | 148 ± 0.58  |
|           | K (mEq/L)   | 9.72 ± 0.46  | 10.1 ± 0.29 |
|           | Cl (mEq/L)  | 106 ± 0.37   | 105 ± 0.60  |
|           | Ca (mg/dL)  | 9.66 ± 0.14  | 9.80 ± 0.15 |
|           | P (mg/dL)   | 9.90 ± 1.30  | 10.8 ± 1.21 |
|           | Mg (mg/dL)  | 4.08 ± 0.13  | 4.32 ± 0.18 |
|           | Fe (µg/dL)  | 125 ± 17.0   | 164 ± 14.9  |
| 24h urine | weight (g)  | 1.62 ± 0.30  | 1.53 ± 0.15 |
|           | CRE (mg/dL) | 32.3 ± 2.56  | 35.3 ± 2.32 |
|           | ALB/CRE     | 0.05 ± 0.00  | 0.04 ± 0.00 |
|           | TP/CRE      | 10.8 ± 3.45  | 11.4 ± 1.28 |
|           | BNU/CRE     | 123 ± 7.23   | 119 ± 2.52  |
|           | UA/CRE      | 0.78 ± 0.35  | 0.24 ± 0.02 |
|           | Na (mEq/L)  | 99.3 ± 8.79  | 110 ± 10.2  |
|           | K (mEq/L)   | 380.2 ± 33.1 | 389 ± 21.5  |
|           | Cl (mEq/L)  | 173 ± 17.0   | 192 ± 10.3  |
|           | Ca (mg/dL)  | 8.88 ± 1.89  | 6.87 ± 1.31 |
|           | P (mg/dL)   | 125 ± 22.4   | 114 ± 15.7  |
|           | Mg (mg/dL)  | 77.5 ± 15.7  | 79.1 ± 8.77 |

Some urine data were shown in ratio to creatine levels. No significant difference in all items using *t*-test (WT, KO: n = 6 for each). Abbreviations: WT; wild type, KO; knock-out, ALB; albumin, CRE; creatine, UA; uric acid, TP; total protein, BNU; blood urea nitrogen.

**Table S4.**  
**Property of salt responsive cells**

|                   | Amiloride<br>sensitivity | NaCl   |        | KCl    | NMDG-Cl | Na-gluconate | Anion<br>dependency |
|-------------------|--------------------------|--------|--------|--------|---------|--------------|---------------------|
|                   |                          | 100 mM | 500 mM | 500 mM | 500 mM  | 250 mM       |                     |
| High salt<br>cell | —                        | —      | +      | +      | +       | weak         | +                   |
|                   | —                        | —      | +      | +      | +       | +            | —                   |
| Low salt<br>cell  | +                        | +      | +      | —      | —       | +            | —                   |

Plus (+) and minus (-) indicate responsive and not responsive respectively. Weak means that the response of 250 mM Na-gluconate is weaker than that of NaCl.

# Supplementary material for: TMC4 is a novel chloride channel involved in high-concentration salt taste sensation
**Source:** J Physiol Sci. 2021 Aug 25;71:23. doi: 10.1186/s12576-021-00807-z
**Supplement:** Supplementary file 2 — Additional file 2. Description of the Mathematical Model of a Taste Bud Cell.

## Additional File2

### Description of the Mathematical Model of a Taste Bud Cell

This supplemental data describe details of the mathematical model of a taste bud cell. Mathematical formulations are described in Tables S1-S4. The basic frame of the model was adapted from the model by Kimura *et al.*, 2014 (Kimura model). Kimura model utilized constant reversal potential values ( $E_{Na}$ ,  $E_K$ , and  $E_{Cl}$ ), which we updated so that they vary according to the intracellular and extracellular ionic concentrations (Table S2). A putative  $Cl^-$  current (TEA-insensitive current;  $I_{TI}$ ) model in Kimura model was substituted by a newly constructed TMC4-mediated  $Cl^-$  current ( $I_{TMC4}$ ) model (Figure S1).

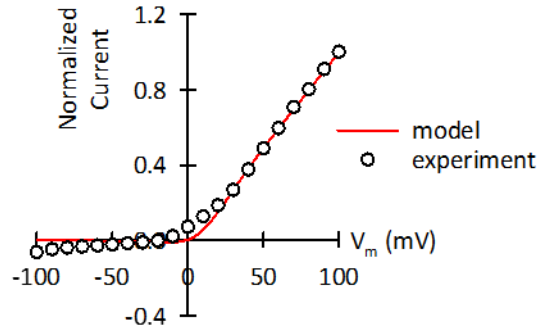

Figure S1. Current-voltage relationships of  $I_{TMC4}$ . A line is a model data and circles are experimental data from Figure 2A. The membrane potential was held at -60 mV, and test pulses of 400 ms duration were applied from -100 to +100 mV with 10 mV step every 1 s. Data are normalized to the current at +100 mV.  $[Cl^-]_o = 143.5$  mM,  $[Cl^-]_i = 134$  mM.

Parameters for several equations were modified as follows to better reproduce experimental data obtained using Type II taste bud cells (Medler *et al.*, 2003; Kimura *et al.*, 2014; Ma *et al.*, 2017). In Kimura model, delay in voltage-dependent  $Na^+$  current ( $I_{Na}$ ) activation was neglected; i.e.,  $m^x = m_{\infty}(V_m)$ . In the present study, we employed activation kinetics of  $I_{Na}$  in Hodgkin-Huxley model (Hodgkin and Huxley, 1952). The time course of  $I_{Na}$  in voltage-clamp experiment well corresponds to the experimental data in Kimura *et al.*, 2014 (Figure S2). The maximum current densities of  $I_{Na}$  are -141.5 and -170.9 pA/pF with experimental condition of Ma *et al.*, 2017 and Kimura *et al.*, 2014, respectively, which are within the range of reported values in Type II cells (Kimura *et al.*, 2014; Ma *et al.*, 2017).

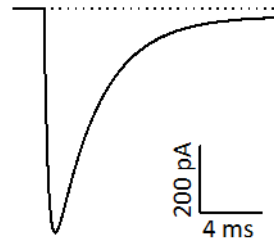

Figure S2. Time course of  $I_{Na}$  in voltage-clamp protocol.  $I_{Na}$  was induced with a test potential of -20 mV from a holding potential of -70 mV. A dotted line represents 0 pA.  $[Na^+]_o = 150$  mM,  $[Na^+]_i = 10.9$  mM.

The experimentally measured current density of a putative  $K^+$  current (TEA-sensitive current;  $I_{TS}$ ) was  $\sim 45$  pA/pF and the ratio of  $I_{TS}$  to total outward current amplitude was  $\sim 20\%$  in Kimura *et al.*, 2014. In the present study, we set conductances of  $I_{TS}$  and  $I_{TMC4}$  so that amplitudes of the corresponding currents become within the experimental data.

The new model cell was created with a Visual C# (Microsoft Visual Studio 2019) and the ordinary differential equations were integrated with the fourth order Runge-Kutta method with adaptive time step. Units are pA for current, mV for membrane potential, and ms for time. The resting membrane potential of the model cell is  $-58.2$  mV, which is within the range of experimental data (Medler *et al.*, 2003; Kimura *et al.*, 2014; Ma *et al.*, 2017). When 10 pA holding current ( $I_{hold}$ ) is applied, the resting membrane potential becomes  $-70.1$  mV, well reproducing experimental data by Ma *et al.*, 2017. Configurations of whole cell currents obtained by voltage-clamped condition well correspond to experimental data by both Kimura *et al.*, 2014 and Ma *et al.*, 2017 (Figures S3).

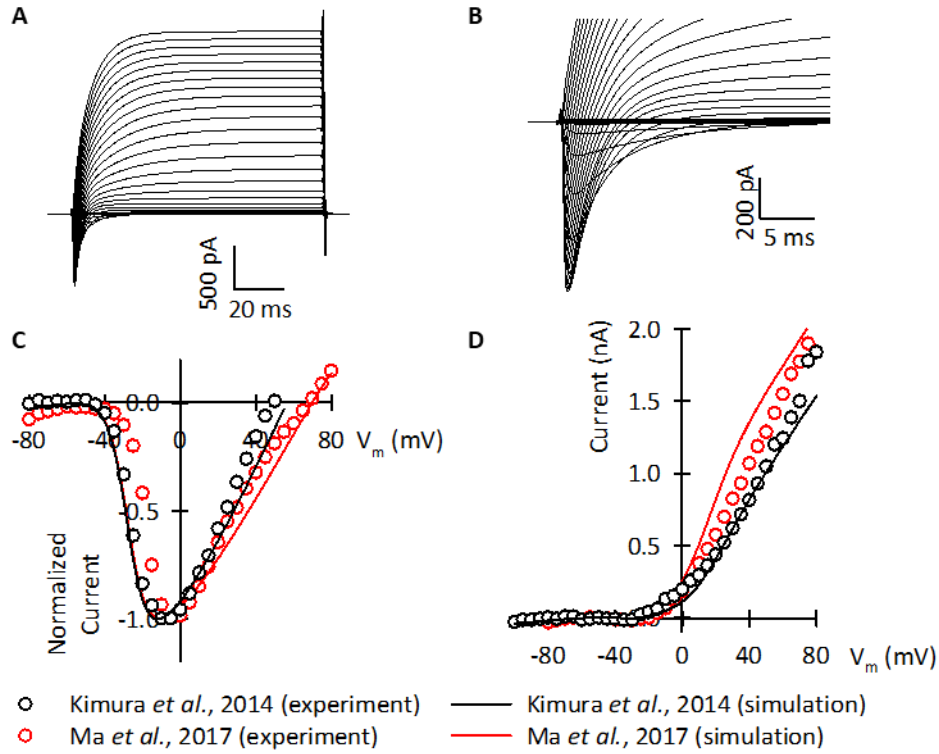

Figure S3. Simulation of membrane current of a taste bud cell. **A, B.** Total membrane currents evoked by 100 ms voltage pulses of -80 mV to +80 mV from a holding potential of -70 mV. Enlarged traces focusing on inward currents are shown in **B, C, D.** Current-voltage relationships of peak inward currents (**C**) and steady state outward currents (**D**) compared with experimental data. Lines are model data and circles are experimental data from Kimura *et al.*, 2014 (black) and Ma *et al.*, 2017 (red).  $[Na^+]_o = 150$  mM,  $[K^+]_o = 5$  mM,  $[Cl^-]_o = 160$  mM,  $[Na^+]_i = 10.9$  mM,  $[K^+]_i = 150$  mM,  $[Cl^-]_i = 134.8$  mM for Kimura *et al.*, 2014 condition.  $[Na^+]_o = 150$  mM,  $[K^+]_o = 5.4$  mM,  $[Cl^-]_o = 150$  mM,  $[Na^+]_i = 6$  mM,  $[K^+]_i = 140$  mM,  $[Cl^-]_i = 30$  mM for Ma *et al.*, 2017 condition.

In addition, single action potential configuration with the  $dV_m/dt$ , as well as stimulation current ( $I_{stim}$ ) amplitude-dependent generations of action potentials reported by Ma *et al.*, 2017 are beautifully reproduced by the model (Figure 4A and Figure S4).

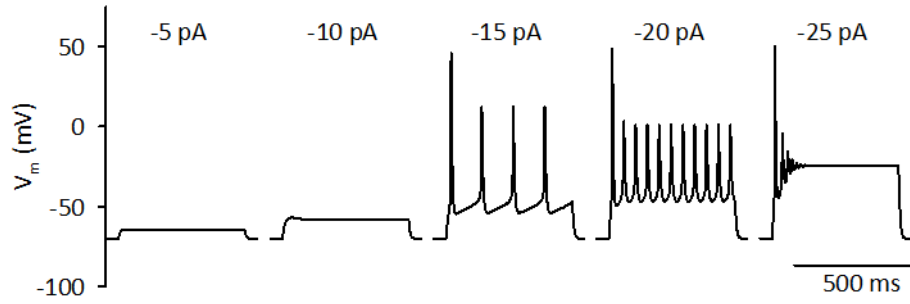

Figure S4. Trains of action potentials evoked by various  $I_{stim}$ . The model cell was held at -70 mV with 10 pA  $I_{hold}$ .  $[Na^+]_o = 150$  mM,  $[K^+]_o = 5.4$  mM,  $[Cl^-]_o = 150$  mM,  $[Na^+]_i = 6$  mM,  $[K^+]_i = 140$  mM,  $[Cl^-]_i = 30$  mM.

Table S1. Abbreviations

|            |                                                                |
|------------|----------------------------------------------------------------|
| $R$        | gas constant, 8.3143 C mV/K/mmol                               |
| $F$        | Faraday's constant, 96.4867 C/mmol                             |
| $T$        | absolute temperature, 310 K                                    |
| $[Na^+]_o$ | extracellular $Na^+$ concentration                             |
| $[Na^+]_i$ | cytoplasmic $Na^+$ concentration                               |
| $[K^+]_o$  | extracellular $K^+$ concentration                              |
| $[K^+]_i$  | cytoplasmic $K^+$ concentration                                |
| $[Cl^-]_o$ | extracellular $Cl^-$ concentration                             |
| $[Cl^-]_i$ | cytoplasmic $Cl^-$ concentration                               |
| $C_m$      | cell capacitance, 5.0 pF, adapted from Ma <i>et al.</i> , 2017 |

Table S2. Reversal potentials of ions

|                                                        |
|--------------------------------------------------------|
| $E_{Na} = \frac{RT}{F} \ln \frac{[Na^+]_o}{[Na^+]_i}$  |
| $E_K = \frac{RT}{F} \ln \frac{[K^+]_o}{[K^+]_i}$       |
| $E_{Cl} = -\frac{RT}{F} \ln \frac{[Cl^-]_o}{[Cl^-]_i}$ |

Table S3. Membrane potential

|                                                                                             |
|---------------------------------------------------------------------------------------------|
| $\frac{dV_m}{dt} = -\frac{1}{C_m} (I_{Na} + I_{TS} + I_{Tmc4} + I_L + I_{hold} + I_{stim})$ |
| $I_{hold}$ ; holding current, $I_{stim}$ ; stimulation current                              |

Table S4. Ionic currents

$I_{Na}$ ; Voltage-dependent  $Na^+$  current

$$m_{inf} = \frac{1.0}{1.0 + \exp\left(\frac{-(V_m + 26.0)}{5.0}\right)}$$

$$\tau_m = \frac{1.0}{\frac{-0.1 \cdot (V_m + 50.0)}{\exp(-0.1 \cdot (V_m + 50.0)) - 1.0} + 4.0 \cdot \exp\left(\frac{-(V_m + 75.0)}{18.0}\right)}$$

$$h_{inf} = \frac{1.0}{1.0 + \exp\left(\frac{V_m + 60.0}{10.0}\right)}$$

$$\tau_h = \frac{1272}{13.6 \cdot \sqrt{2\pi}} \cdot \exp\left(\frac{-(V_m + 59.0)^2}{2 \cdot 13.6^2}\right) + 2.2$$

$$\frac{dm}{dt} = \frac{m_{inf} - m}{\tau_m}$$

$$\frac{dh}{dt} = \frac{h_{inf} - h}{\tau_h}$$

$$I_{Na} = g_{Na} \cdot m \cdot h \cdot (V_m - E_{Na}); g_{Na} = 19.1 \text{ nS}$$

$I_{TS}$ ; Delayed rectifier  $K^+$  current (TEA-sensitive current)

$$n_{inf} = \frac{1.0}{1.0 + \exp\left(\frac{-(V_m - 2.3)}{11.0}\right)}$$

$$\tau_n = 4.7 \cdot \exp\left(\frac{-(V_m + 23.7)^2}{2500}\right) + 1.1$$

$$\frac{dn}{dt} = \frac{n_{inf} - n}{\tau_n}$$

$$I_{TS} = g_{TS} \cdot n \cdot (V_m - E_K); g_{TS} = 0.9375 \text{ nS}$$

$I_{TMC4}$ ; TMC4-mediated  $Cl^-$  current

$$gate_{inf} = \frac{0.95}{1.0 + \exp\left(\frac{-(V_m - 10.0)}{10.0}\right)} + \frac{0.05}{1.0 + \exp\left(\frac{-(V_m - 60.0)}{28.0}\right)}$$

$$\tau_{gate} = \frac{1.0}{\frac{0.0016 \cdot (V_m + 2.3)}{1.0 - \exp\left(\frac{-(V_m + 2.3)}{5.6}\right)} + \frac{23.0 \cdot (V_m + 180)}{\exp\left(\frac{V_m + 180}{15.9}\right) - 1.0} + 0.0066}$$

$$\frac{dgate}{dt} = \frac{gate_{inf} - gate}{\tau_{gate}}$$

$$I_{TMC4} = g_{Tmc4} \cdot gate \cdot (V_m - E_{Cl}); g_{Tmc4} = 15.0 \text{ nS}$$

$I_L$ ; Leak current<sup>1</sup>

$$I_L = g_L \cdot (V_m - 60.5); g_L = 0.98 \text{ nS}$$

## References

- Hodgkin AL and Huxley AF (1952) A quantitative description of membrane current and its application to conduction and excitation in nerve. *J Physiol* 117(4):500-44
- Kimura K, Ohtubo Y, Tateno K, Takeuchi K, Kumazawa T, Yoshii K (2014) Cell-type-dependent action potentials and voltage-gated currents in mouse fungiform taste buds. *Eur J Neurosci* 39(1):24-34
- Ma Z, Saung WT, Foskett JK (2017) Action potentials and ion conductances in wild-type and CALHM1-knockout type II taste cells. *J Neurophysiol* 117(5):1865-1876
- Medler KF, Margolskee RF, Kinnamon SC (2003) Electrophysiological characterization of voltage-gated currents in defined taste cell types of mice. *J Neurosci* 23(7):2608-17

How the deposited data were processed for this re-analysis (not part of the article)

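The data analysed were 2 RNA-sequencing libraries of mouse tongue, 1 of circumvallate papillae (CvP) and 1 of epithelium without papillae (Epi). Each was made from RNA of at least 20 pooled mice, so there was no replicate within a tissue. The authors mapped the reads with Bowtie to NCBI37/mm9 and obtained RPKM values with ERANGE on an exon model per gene, and the deposited table gives RPKM in both tissues, a gene length, the CvP/Epi ratio and the position of each row. The options of ERANGE and the treatment of reads that match several places are not given in the paper's text. The authors' ratio column equals the quotient of the deposited RPKM values to within rounding and was not used otherwise.

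From the RPKM values, rows were counted against the criteria of the paper, a CvP RPKM above 10 and a CvP/Epi ratio above 3, with no pseudocount and with rows of Epi RPKM 0 passing the ratio. Every row counted, regions with no gene and repeated symbols (193 rows) included. The criteria, the gene lists, the alternatives and the rule for the genes named were chosen before the data were examined. The rule names the *Tmc* genes, the taste markers *Entpd2*, *Plcb2*, *Pkd1l3*, *Trpm5*, *Gnat3*, *Kcnq1* and *Car4*, the ENaC subunits, *Scn2a1*, *Scn3a*, *Scn9a* and *Ano1* to *Ano10*, the members of a list of anion channels that meet both criteria, the 10 genes with the highest CvP RPKM and the 5 with the highest ratio among those that meet both criteria with an Epi RPKM above 0, the 5 genes with the highest Epi RPKM among those with the opposite criteria, and the 3 members with the highest CvP RPKM of each list of another tissue. Genes named outside this rule (*Leng1*, *Gm15929*, *Krt13*, *Lipf*, *Amy1*, *Lyz1*, *C1qa*, *Clic1*, *Clic3*, *Clca5*, the *Sprr2* genes and the *Tas2r* family) and the region FAR280 were chosen after their values were seen.

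Depth was taken from the step between the lowest RPKM values in rows of 0.1 kb, where 1 read has a fixed worth. The listed lengths are longer than annotated exons in expressed genes, so reads per gene were estimated from the shorter of the listed length and the longest coding transcript of GENCODE M1, and are approximate. Ratios were given 95% exact (Clopper-Pearson) binomial intervals from these reads, and for genes at or below a floor of 3 Epi reads only the lower limit was used. The intervals and floors cover counting error only. The median log2 ratio of each of 17 gene lists was taken over genes with an RPKM of at least 1 in either library, with a pseudocount of 0.1, which understates the change of low genes. Its percentile was found among 10000 random lists of the same size, drawn from genes in the same of 20 bins of mean expression. The lists were the *Tmc* family, the taste markers of the paper, ENaC subunits, voltage-gated sodium channels, anoctamins, anion channels, taste cells of type I, type II and type III, general taste tissue, salivary gland, skeletal muscle, immune cells, fibroblasts, glia and nerve, keratinized epithelium and housekeeping genes. The sodium channels and the fibroblast list had fewer than 3 genes past the filter and were given no median.

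The depth, the list percentile, the interval of a ratio and the row count were tested on simulated data. Simulated depths of the 2 libraries were recovered to within 0.0153% in 163 simulated rows. All 10 lists of 20 raised genes passed percentile 97.5, and 95.2% of 1000 intervals held the true ratio of 10. Intervals with few Epi reads and lists of fewer genes were not simulated. The positions of primers, TALEN sites and deletions were found by exact match to the genome of NCBI37/mm9. The alternatives were other minimums, pseudocounts, choices of rows and scalings. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The paper's other experiments (in situ hybridization, patch clamp, nerve recordings and behaviour) were not analysed here.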

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

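The genes and the region in this part lie outside those the paper discusses and were well above the 3-read floor, and all tests in this part were chosen after the values were seen. The genes of other tissues were taken where a listed gene had an RPKM above 100 in one library and a difference of more than 10-fold. No replicate check exists for any of them, and the difference between the tissues themselves stays open as an untested explanation throughout.

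*Lipf*, the gene of lingual lipase, had an RPKM of 313 in the Epi and 1.96 in the CvP, a ratio of 0.00625 (95% interval 0.00490 to 0.00782). A candidate explanation is salivary gland tissue in the Epi sample. If so, other gland transcripts should be higher in the Epi as well. The median log2 CvP/Epi ratio of the 10 other listed gland genes past the filter was -3.30, below all 10000 matched random lists. *Amy1* was among them, at 80.5 in the Epi and 0.85 in the CvP. Against a gland as the whole difference, 3 of the 10 were higher in the CvP, among them *Pigr* (12.0 and 0.54) and *Aqp5* (6.09 and 0.69), and 12 of the 27 listed gland genes had no row. The list fits gland tissue in the Epi and leaves open where the other gland transcripts came from.

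*Lyz2* had an RPKM of 132 in the CvP and 0.43 in the Epi, a ratio of 306 (95% interval 185 to 528). The other 11 listed immune genes past the filter were also higher in the CvP, with a median log2 ratio of 1.73 (percentile 99.7), which is consistent with more immune cells in the CvP sample. That does not account for the size of the *Lyz2* ratio. The highest ratio among the other immune genes was 13.5 for *C1qa* (7.82 to 27.7), below the interval of *Lyz2*, which argues against more immune cells of the same kinds as the whole cause. Reads of the neighbouring paralog *Lyz1* are argued against as well: 55.4% of the 75-base windows of its transcript differ from *Lyz2* by more than 2 bases, so its reads would show on *Lyz1* too, and *Lyz1* had a CvP RPKM of 0.39. Another kind of immune cell and expression in cells of the papilla stay open.

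Besides the anoctamin *Ano1*, 2 genes of the anion channel list met both criteria. Whether each listed gene codes for a channel itself was not tested here. *Clca4* had an RPKM of 26.2 in the CvP and 2.02 in the Epi, a ratio of 13.0 (95% interval 11.2 to 15.2), and *Best2* had 12.4 and 2.41, a ratio of 5.16 (4.29 to 6.20). Most genes were somewhat higher in the CvP, but this shift does not explain either gene: divided by the median ratio of 1.31, the ratios were 9.89 for *Clca4* and 3.93 for *Best2*. Reads shared with other *Clca* genes of the same cluster were not tested.

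The region FAR280, which the table lists with no gene (chromosome 3, 92092143 to 92093057 on NCBI37/mm9), had an RPKM of 1516 in the CvP and 66.0 in the Epi, a ratio of 23.0, the highest CvP RPKM of the 455 such regions. A candidate explanation is an annotated gene that the table does not list. Of the 915 bases of the region, 62.0% are exon of the protein-coding GENCODE M1 gene *Sprr2a3*, which has no row. The rows of *Sprr2a1* and *Sprr2a2*, which the table lists at the same 2 places, had ratios from 17.7 to 19.3. How reads were divided among these copies cannot be seen from the table, so the levels of the single copies are uncertain.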

How the results depend on the processing

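No paired analysis was possible because each tissue has 1 pooled library and the results come from no test. The alternative that needed a lower bound of a ratio of deposited read counts was not run, since the values used are RPKM.

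The number of genes meeting both criteria was 435. It stayed between 342 and 436 when rows with an Epi RPKM of 0 were left out, with pseudocounts of 0.1 and 1, with each symbol once, with coding rows only, and with ratios divided by the median or the trimmed mean ratio. It was 1990, 1459, 1120, 914, 782, 223 and 89 at a minimum CvP RPKM of 1, 2, 3, 4, 5, 20 and 50, and 862, 283 and 199 at a minimum ratio of 2, 5 and 10. These follow from looser or stricter limits, as do the 5516 rows with a CvP RPKM above 10 alone and the 4706 with a ratio above 3 alone. With RPKM rescaled to a sum of 1000000 in each library it was 1382. The RPKM values sum to 341141 in the CvP and 411512 in the Epi, so rescaling raises every value. Because the sums differ, it also raises every CvP/Epi ratio, that of *Tmc4* from 10.1 to 12.1. The shares of these effects in the count were not separated. Scaling also moved the balance between tissues. As deposited, 435 rows were higher in the CvP and 111 in the Epi (79.7% in the CvP). The split was 342 and 196 (63.6%) after division by the median ratio, 342 and 198 (63.3%) after division by the trimmed mean ratio, and 1382 and 114 (92.4%) after rescaling to that sum.

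The *Tmc* members that met the criteria were 1 as written, and also with a minimum CvP RPKM of 20, a minimum ratio of 2, 5 or 10, or a pseudocount of 1. They were 0 at a minimum CvP RPKM of 50, which *Tmc4* does not reach, 3 at a minimum of 1, 2, 3 and 4, 2 at a minimum of 5, 2 at a minimum ratio of 1.5, 2 with the CvP RPKM above 10 alone, 4 with the ratio above 3 alone and 3 rescaled to the common sum. *Tmc4* was number 107 by CvP RPKM and 100 by the difference of CvP and Epi RPKM, but 199 by ratio, 1184 among all rows and 56 with a minimum ratio of 10. These follow from the set that is ranked and the order used.

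The ratio of *Tmc4*, 10.1, stayed above 3 under each alternative, at 9.86 with a pseudocount of 0.1, 8.35 with a pseudocount of 1, 7.67 and 7.64 divided by the median and the trimmed mean ratio, and 12.1 rescaled to the common sum. With a pseudocount of 1 the ratios were 5.35 for *Tmc5*, 3.17 for *Tmc7*, 10.1 for *Entpd2*, 63.4 for *Plcb2* and 34.7 for *Pkd1l3*, and with a pseudocount of 0.1 they were 33.3 for *Tmc5* and 319 for *Plcb2*. A pseudocount lowers a ratio most where the Epi RPKM is low. Divided by the median ratio, *Tmc6* was at 1.34, *Tmc7* at 3.80, *Entpd2* at 9.22 and *Pkd1l3* at 90.6. Divided by the trimmed mean ratio they were at 1.34, 3.79, 9.19 and 90.3. Rescaled to the common sum, *Tmc6* was at 2.13, *Tmc7* at 6.02 and *Entpd2* at 14.6. These 3 scalings multiply every ratio by a common factor. *Tmc8* changed direction, to 0.785 and 0.782 divided by the median and the trimmed mean ratio, and its interval includes 1 in any case.

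Of the 74 alternatives for the list medians, 68 kept their direction and stayed within the 95% interval of the median, but these intervals are wide, from 0.63 to 9.60 for type II taste cells, 2.10 to 7.81 for general taste tissue and -6.41 to 2.97 for the salivary gland, so that large moves lie within them. Type II cells moved from 4.99 to 3.95 and 8.25 with pseudocounts of 1 and 0.01 and to 7.53 at an RPKM of at least 5. General taste tissue moved from 7.03 to 3.94 and the taste markers of the paper from 7.17 to 5.12 with a pseudocount of 1, and the salivary gland from -4.31 to -2.54 with that pseudocount and to -2.16 with no filter on low RPKM. With no filter on low RPKM the *Tmc* family fell to 0.68, because members near 0 entered. With a pseudocount of 1 the type III taste cell list was at 3.10, skeletal muscle at -2.16 and immune cells at 1.35, and divided by the median ratio immune cells were at 1.41. Housekeeping genes changed direction, from 0.28 to -0.11, when divided by the median ratio. Depth limits the ratios of genes with few Epi reads, such as *Tmc5*, *Gnat3* and *Trpm5*, of which only the order of size or a lower bound is known.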

Differences from the paper's values

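The paper's number of genes with a CvP RPKM above 10 and a ratio above 3 is 1120, and 435 rows of the deposited values met these criteria. Of the alternatives set before the data were examined, a minimum CvP RPKM of 3 gave 1120 rows. A minimum of 2, 4 or 5, a minimum ratio of 2 and rescaling to a sum of 1000000 gave 1459, 914, 782, 862 and 1382 rows, within 1.5 times the paper's number. The other minimums, pseudocounts, choices of rows and scalings did not.

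The paper's number of *Tmc* members among those genes is 3, and 1 met the criteria as written. With a minimum CvP RPKM of 1, 2, 3 or 4, the members were 3, *Tmc4*, *Tmc5* and *Tmc7*, the genes the paper names. A minimum of 5 gave 2 members, *Tmc4* and *Tmc7*, a minimum ratio of 1.5 gave 2, *Tmc4* and *Tmc6*, the ratio alone gave 4, and rescaling to the common sum gave the paper's 3. A minimum CvP RPKM of 50 gave 0. A minimum ratio of 2 and a pseudocount of 1 left the number at 1.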

Other observations

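The gene lists with their medians, and the alternative settings listed above, were chosen before the data were examined. Tests in this part that go beyond these were chosen after the results were seen.

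The deposited values met the stated criteria in fewer rows than the paper counts. A candidate explanation is a minimum CvP RPKM of 3 in place of 10, which gives 1120 rows and the same 3 *Tmc* genes that the paper names. Of the 400 pairs of whole-number minimums from 1 to 20 for CvP RPKM and ratio, 1 gave the paper's number, the pair of 3 and 3. The pairs were searched after the paper's number was known, and the paper's text gives 10. Of these 1120 rows, 685 had a CvP RPKM of 10 or less. Another choice of rows or a pseudocount is argued against, since at a CvP RPKM above 10 these gave at most 436 rows. No biological explanation applies to a count on fixed values.

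Most genes had a higher RPKM in the CvP than in the Epi. A few abundant genes taking more of the Epi reads could lower the other Epi values, all by a common factor. The shift was not common to all levels, with a median log2 ratio of 0.69 (95% interval 0.64 to 0.73) in rows with a geometric mean RPKM of 1 to 3, 0.58 (0.55 to 0.59) in rows of 3 to 10, 0.27 (0.25 to 0.28) in rows of 10 to 30 and 0.00 (-0.03 to 0.04) in the 1249 rows of 30 to 100. The difference of 0.68 between the lowest and the highest of these levels argues against such genes as the whole cause. Whether they account for part of the shift cannot be told apart from a difference between the tissues. With both libraries rescaled to the same summed RPKM the median ratio was 1.58, and it fell to 1.37 when the sum was taken outside the 10 highest rows and to 1.15 outside the 200 highest, but the abundant rows hold more of the Epi sum, so leaving them out lowers the ratio by construction.

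Listed genes of skeletal muscle were all higher in the Epi, 12 of the 12 past the filter, with a median log2 CvP/Epi ratio of -3.25, below all matched random lists. This is consistent with some skeletal muscle in the Epi sample. The levels were low, with *Tnni2* at 2.53 in the CvP and 12.3 in the Epi, *Mylpf* at 1.63 and 7.12, and *Acta1* at 0.86 and 12.9. In the other direction, the listed immune genes may reflect more immune cells in the CvP sample, with a median log2 ratio of 1.73 without *Lyz2*. *Cd74* was at 60.6 in the CvP and 19.9 in the Epi, and *H2-Ab1* at 30.5 and 13.6. In both cases the tissues themselves could differ in these cells, which was not tested.

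RPKM multiplied by the listed gene length sums to 1766466 in the CvP and 1998307 in the Epi, where 1000000 is the most possible if each read is counted in 1 row. Rows at overlapping places may share reads, but the 15589 rows that overlap no other row alone summed to 1567560 and 1803492. Reads that match several places could still count in more than 1 row, which was not tested. Division of every RPKM by the listed length, with each read in 1 row, would need 50121089 reads in the CvP library, above the depth of 28373653. That number is the CvP sum scaled by the depth, so it restates the excess. It cannot decide about this division while reads counted in several rows are untested. Listed lengths that exceed the annotated exons in expressed genes may account for most of the excess. The median of listed length over GENCODE M1 exon length was 1.76 in 941 genes with a mean RPKM of 50 or more, and 0.985 in 5043 genes below 0.5. With annotated exon lengths the sums over 17517 matched rows were 1016405 and 1069820, still above 1000000, and this remainder is not accounted for.

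Of the other channels that the paper discusses, the ENaC subunits had CvP and Epi RPKM values of 53.8 and 54.8 for *Scnn1a*, a ratio of 0.981 (95% interval 0.944 to 1.02), 17.5 and 12.4 for *Scnn1b*, and 6.14 and 1.74 for *Scnn1g*. Rescaled to a common sum of RPKM, the ratio of *Scnn1a* was 1.18, and divided by the median and the trimmed mean ratio it was 0.747 and 0.745. The median log2 ratio of the 3 was 0.49 (percentile 65.5). *Scn3a* had a CvP RPKM of 2.22 and was at least 67.2-fold higher in the CvP by the lower limit of its interval. *Scn2a1* had 0.81, with a lower limit of 52.8 if its listed Epi RPKM of 0 means no reads. At its length 3 reads are an RPKM of 0.0124, so a single read would be rounded to 0 and the limit could be lower. *Scn9a* had 0.12, and all 3 genes were at or below 3 reads in the Epi. *Kcnq1* had a CvP RPKM of 14.3 and was at least 328-fold higher, and *Car4* had 6.24 and was at least 38.8-fold higher.

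Of the 10 anoctamin genes, 1 met both criteria, *Ano1*, at 13.3 in the CvP and 3.27 in the Epi, a ratio of 4.06 (95% interval 3.64 to 4.52). *Ano7* had the highest ratio, 27.6 (18.9 to 41.0), at a CvP RPKM of 8.82. *Ano9* (20.4 and 16.5) and *Ano10* (18.1 and 7.21) had higher CvP levels with smaller ratios, that of *Ano9* crossing to 0.945 when divided by the median ratio, *Ano6* was at 5.62 and 2.67, and *Ano3* at 0.32 and 0.17. *Ano2* (1.29 and 3.31) and *Ano8* (6.28 and 10.9) were lower in the CvP, *Ano5* is listed at 0 in the CvP, and *Ano4* is listed at 0 in both. The median log2 ratio of the 7 anoctamin genes past the filter was 1.05 (percentile 95.1), and over all 10 with no filter it was 0.47 (percentile 62.0). Of 35 anion channel genes with a row, 13 had a CvP RPKM above 10, and 3 of them exceeded *Tmc4*. The median log2 ratio of the 26 past the filter was 0.99 (percentile 99.5), and that of the 19 with an RPKM of at least 5 was 0.59 (percentile 82.2).

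The lists of taste cells lay above all matched random lists, except type I cells at percentile 99.97, with median log2 ratios of 3.03 for type I, 4.99 for type II, 6.26 for type III and 7.03 for general taste tissue. With genes at or below 3 reads set to that floor the medians were 3.05, 5.18, 6.89 and 7.77, and that of the taste markers of the paper was 8.66. The type I list holds *Entpd2*, the type II list *Gnat3*, *Plcb2* and *Trpm5*, and the type III list *Pkd1l3* and *Car4*, which the paper also uses as markers. All 35 *Tas2r* bitter receptor genes in the table were higher in the CvP, 32 of them with an Epi RPKM of 0, and 1 had a CvP RPKM above 10. The keratinized epithelium list had a median log2 ratio of -1.35 (below all random lists), glia and nerve 1.89 over 3 genes (percentile 97.0, and 0.97 at percentile 90.0 over all 10 with no filter) and housekeeping genes 0.28 (percentile 89.6). *Uchl1* had a CvP RPKM of 15.0 and was at least 129.6-fold higher, *Mbp* was at 10.3 and 8.94 (a ratio of 1.15, or 0.877 divided by the median ratio), and *Pmp22* at 3.68 and 0.92. Of the fibroblast genes, *Dcn* was at 26.1 in the CvP and 128 in the Epi, *Pdgfra* at 1.30 and 0.07, and *Fbn1* at 0.96 and 0.01. The median log2 ratio of the 11 salivary gland genes past the filter was -4.31, and *Wfdc12*, the highest of them in the CvP, was at 109.9 in the CvP and 490.3 in the Epi.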
